# A single microRNA miR-195 rescues the arrested B cell development induced by EBF1 deficiency

**DOI:** 10.7554/eLife.101510

**Published:** 2026-02-06

**Authors:** Yuji Miyatake, Takeshi Kamakura, Tomokatsu Ikawa, Ryo Yanagiya, Ryutaro Kotaki, Kazuaki Kameda, Ryo Koyama Nasu, Kazuki Okuyama, Ken-ichi Hirano, Hiroyuki Hosokawa, Katsuto Hozumi, Masato Ohtsuka, Takahiro Kisikawa, Chikako Shibata, Motoyuki Otsuka, Reo Maruyama, Kiyoshi Ando, Tomohiro Kurosaki, Hiroshi Kawamoto, Ai Kotani

**Keywords:** Mir195, EBF1, B cell development, FOXO1, Mouse

## Abstract

Accumulated studies have reported that hematopoietic differentiation was primarily regulated by transcription factors. Early B cell factor 1 (EBF1) is an essential transcription factor for B lymphopoiesis. Contrary to the canonical notion, we found that a single miRNA, miRNA-195 (*Mir195*) transduction let *Ebf1*-deficient hematopoietic progenitor cells (HPCs) express CD19, carry out V(D)J recombination and class switch recombination, which implied that B cell matured without EBF1. A part of the mechanism was caused by FOXO1 accumulation via inhibition of FOXO1 phosphorylation pathways in which targets of *Mir195* are enriched. These results suggested that some miRNA transductions could function as alternatives to transcription factors.

## Introduction

Developmental hierarchy in hematopoiesis has been widely researched, and it is well known that proper stimulation leads hematopoietic stem cells (HPCs) into B cell lineage. Lineage specification is primarily regulated at the transcriptional level, thus lineage-specific transcription factors are considered to be indispensable for differentiation (Zhu and Emerson, 2002; Ikawa et al., 2004). B cell development requires multiple transcription factors, especially Early B cell Factor 1 (EBF1), Paired Box 5 (Pax5), and E2A. Pax5 and E2A are critical transcription factors for early B cell development, but they cannot rescue *Ebf1*-deficient HPCs from failure of B cell lineage commitment (Lin et al., 2010). Conversely, ectopic expression of EBF1 is able to rescue Pax5, E2A, and PU.1 deleted progenitor cells from B lymphopoiesis arrest, and thus EBF1 is considered more potent than the other transcription factors (Ikawa et al., 2004; Pongubala et al., 2008; Györy et al., 2012). As the most potent transcription factor, EBF1 is essential for pre-pro-B cell to become pro-B cell; namely, *Ebf1*^-/-^ cell expresses B220 but is disabled to express CD19 (Medina et al., 2004).

MicroRNAs (miRNAs) are small noncoding RNA containing approximately 22 nucleotides that regulate several target protein expressions mediating deadenylation and translation by posttranscriptionally repressing or decaying target messenger RNAs (mRNAs) (Bartel, 2009; Carthew and Sontheimer, 2009; Cifuentes et al., 2010; Yamakawa et al., 2014). Although similar to transcription factors, miRNAs regulate large numbers of target mRNAs and deeply contribute to various cell events, the regulation is mainly required for negative regulation of leaky gene expression and often called fine-tuning (Sevignani et al., 2006; Listowski et al., 2013). In hematopoiesis, miRNAs are expressed in a lineage-specific manner, and their profiles greatly influence cell differentiation (Monticelli et al., 2005; Neilson et al., 2007; Chen et al., 2004). Focusing on B cell development, it is revealed that Dicer, a key enzyme of miRNA generation, is essential for pre- to pro-B cell transition (Koralov et al., 2008). Individual miRNA is also studied, and *Mir150* and *Mir126* are identified as relational factors to B cell lineage development. *Mir150* regulates B cell differentiation by controlling c-Myb expression, and *Mir126* partially rescues *Ebf1*-deficient B cell lineage commitment by modulating IRS-1 expression (Xiao et al., 2007; Okuyama et al., 2013). Both miRNAs dramatically contributed to B cell development processes, but they were not able to recover B cell development from EBF1 deficiency. Conceived from these vigorous functions of miRNAs on B cell development, at this time, we analyzed ability of *Mir195*, recently revealed as an important factor for several cell differentiation, on B cell lineage commitment in *Ebf1*-deficient HPCs (Qiu et al., 2017; Dueñas et al., 2020).

## Results

### *Mir195* induces B cell character in *Ebf1*-deficient HPCs

To assess the contribution of *Mir195* on B cell development, Mir195 was transduced into mouse fetal liver (FL)-derived Lin^-^ c-kit^+^ HPCs and the cells were differentiated to B220 and CD19 expressing pro-B cells with IL7, Flt ligand, and SCF on OP9 stroma cells. After 7 days of culture, certain numbers of the cells gradually expressed CD19, and the positive cells were increased by *Mir195* transduction (Figure 1A). This result suggests that *Mir195* has the ability to shift the HPCs’ differentiation toward B cells. Next, we attempted to differentiate *Ebf1*^-/-^ FL HPC to B cell with *Mir195* transduction (Figure 1B). As reported in a previous study (Medina et al., 2004), control *Ebf1*^-/-^ FL HPCs expressed B220 but did not express CD19. However, *Mir19*5-transduced *Ebf1*^-/-^ FL HPCs highly expressed CD19 (Figure 1C). In normal B cell development, CD19 expression follows B220 expression, and hence CD19-positive cells show B220 expression as well. Thus, *Mir195*-transduced *Ebf1*^-/-^ FL HPCs, which include B220-negative CD19-positive population, may simply reflect upregulation of CD19 expression, but not B cell development. 

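RNA from *Ebf1*-/- FL HPCs infected with the control virus (EMPTY) or the *Mir195* virus was analysed on 4 Agilent mouse arrays with a single dye, 2 per virus. The methods state 7 days of culture on OP9 stroma cells, with each cytokine at 10 ng/mL, as their general condition. From each culture, about 100 ng of RNA was labelled. The authors deposited the intensity of each spot as the scanner software gives it, after subtraction of the local background and of a spatial trend within the array. From this intensity, the log2 value of each of 39429 probes was computed and the 75th percentile of its array was subtracted, which is the normalization stated in the methods. All 4 arrays lie on the same slide, the EMPTY arrays in the first positions and the *Mir195* arrays in the last, so position on the slide and virus cannot be told apart. Per array, 23658 to 24671 probes were well above background, with a median spot 15.3 to 18.6 times as bright as the background around it. The comparison covered the 23731 probes that were well above background on both arrays of at least 1 virus and had no outlier spot. With 2 arrays against 2, an exact two-sided permutation test cannot give a p under 0.333, so that the number of arrays limits the precision. Standard errors and adjusted p of single probes are those of limma's moderated test.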

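*Ebf1*, the gene that is disrupted in these cells, has 1 probe on the array, and it was well above background on all 4 arrays. Its log2 signal relative to the 75th percentile was 2.01 and 1.89 on the EMPTY arrays and 1.85 and 2.03 on the *Mir195* arrays. The log2 fold change was -0.01 (standard error 0.13, adjusted p = 0.995 from limma with Benjamini-Hochberg adjustment), and it lay between -0.10 and 0.08 under the alternative processing steps, so that it has no direction. No array of wild-type cells was used here, and the signal of this probe therefore has no reference. The array has no probe for *Mir195* itself or its host transcript. Over all 23731 probes, limma called 0 probes at an adjusted p under 0.05, and the lowest adjusted p was 0.101. At an unadjusted p under 0.05 there were 1979 probes, of which 1483 were higher and 496 lower with *Mir195*, where 1187 would be expected by chance. With the normexp background correction 3418 were higher and 336 lower, with quantile normalization 1272 and 692, and with median scaling 1112 and 807. The methods' t-test, applied to the log2 ratios of replicates with the same number, gave 1134 probes at the threshold of the statistics section and 0 after Benjamini-Hochberg adjustment. With 2 ratios per probe, it also made 0 adjusted calls on simulated data with 4-fold changes, so its adjusted count carries little weight. Among the alternatives with an adjusted p, the count of limma changed most without *Mir195* replicate 1, where 1 *Mir195* array was left. That array is assumed to vary like the EMPTY pair, so that a peculiarity of it can be called as a change. An absolute log2 fold change of at least 1 was reached by 437 probes, 239 of them higher and 198 lower, and 71 of the lower ones were spots lost on *Mir195* replicate 2 alone.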

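The B lineage genes *Pax5*, *Rag1*, *Rag2*, *Cd79b*, *Runx2* and *Erg* had 9 tested probes, and the mean of each was higher on the *Mir195* arrays, with log2 fold changes of 0.26 to 1.18. *Cd79b* lies on chromosome 11 of GRCm38.p6 from 106311341 to 106314562 and had a log2 fold change of 1.18 (standard error 0.28, adjusted p = 0.530 from limma). Among the 15 alternatives, only the exclusion of *Mir195* replicate 1 called the gene, with a log2 fold change of 1.56. It leaves 1 *Mir195* array, so that call has no spread between *Mir195* arrays behind it. The *Rag1* probes rose by 0.52 and 0.68, the *Rag2* probes by 0.30 and 0.32, and the *Runx2* probes by 0.29 and 0.79. For 7 of the 9 probes both *Mir195* arrays lay above both EMPTY arrays; chance separates 33.3% of probes in either direction. The 5 probes of *Gata3*, *Id2*, *Lck*, *Cd3e* and *Il2rb* had log2 fold changes between -0.53 for *Il2rb* and -0.03 for *Lck*, and *Gata3* and *Id2* were lower on both *Mir195* arrays than on both EMPTY arrays. *Lck* lay at 0.03 after quantile normalization, at 0.09 without EMPTY replicate 2 and at 0.01 without *Mir195* replicate 2. *Cd3e* likewise changed direction without EMPTY replicate 2, to 0.02, and without *Mir195* replicate 2, to 0.08. The 5 probes of *Cebpe*, *Ly6g*, *Fcgr1*, *Fcgr2b* and *Fcgr3* had log2 fold changes between -0.55 for *Fcgr3* and -0.27 for *Fcgr1*, and 4 of them were lower on both *Mir195* arrays. Leaving out 1 array moved several of these values. *Il2rb* was -0.17 without EMPTY replicate 1 and -0.89 without EMPTY replicate 2, and *Fcgr1* was -0.046 without *Mir195* replicate 1 and -0.50 without *Mir195* replicate 2. *Fcgr2b* was -0.53 and -0.14 in the order just given for *Fcgr1*, and without EMPTY replicate 1 *Id2* was -0.22 and *Fcgr3* -0.32. With the normexp background correction, *Fcgr1* was -0.077. A *Rag2* probe was 0.13 without EMPTY replicate 1. *Cebpe*, the myeloid probe that was not lower on both, was well above background on 1 of the 2 *Mir195* arrays, and its log2 fold change of -0.35 became 0.20 with the normexp background correction and 0.05 without *Mir195* replicate 2. When adjusted over the list alone, 3 of the 9 B lineage probes passed (*Cd79b*, 1 probe of *Rag1* and 1 of *Runx2*; lowest adjusted p = 0.0125 from limma), against 0 when adjusted over all tested probes (lowest 0.530). Neither the T and NK lineage list (lowest 0.172) nor the myeloid list (lowest 0.166) had a probe that passed. The paper names these genes from the same arrays and does not state how they were chosen. The adjustment over the list alone is therefore not independent evidence.

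**Figure D1:**
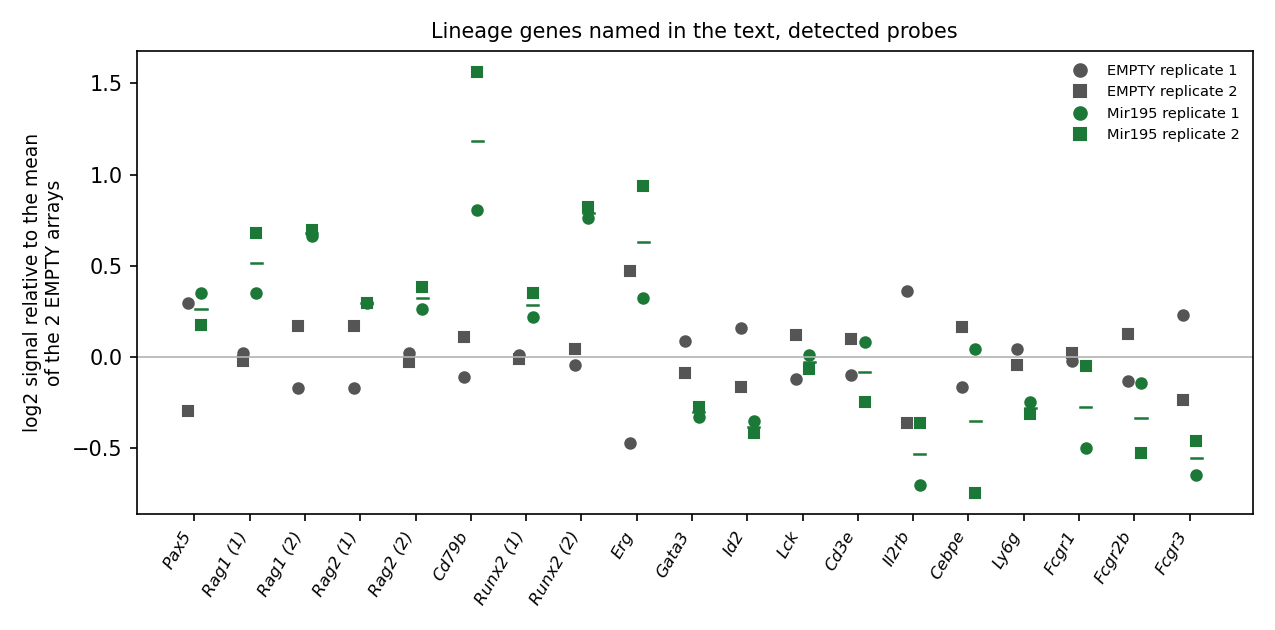
Log2 signal of each tested probe of the lineage genes, relative to the mean of the 2 EMPTY arrays. Each point is an array, bars mark the mean of the *Mir195* arrays, and numbers in brackets tell probes of the same gene apart; the mean of *Cd79b* lies at 1.18 and that of *Fcgr3* at -0.55. *Lck*, *Cd3e*, *Cebpe* and *Pax5* changed direction under at least 1 alternative. *Erg* and *Cebpe* each had an array on which they were not well above background.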

To exclude this possibility, gene expressions of *Mir195*-transduced *Ebf1*^-/-^ FL HPCs were investigated by cDNA microarray assay and indicated that *Mir195*-transduced cells expressed more B cell lineage-related genes, e.g., *Pax5, Aicda*, *Rag1*, *Rag2*, *Cd79b,* and *Runx2*, whereas less expressed T cell and NK cell lineage-related genes, including *Gata3, Id2*, *Lck*, *Cd3e,* and *Il2rb,* and also myeloid lineage-related genes, e.g., *Cebpe*, *Ly6g*, *Fcgr1*, *Fcgr2b,* and *Fcgr3* (Figure 1D). 

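*Pax5* lies on chromosome 4 of GRCm38.p6 from 44524748 to 44710694 and has 2 probes on the array. The probe A_55_P2126394 was well above background on all 4 arrays and had a log2 fold change of 0.26 (standard error 0.23, adjusted p = 0.870 from limma's moderated test), which is 1.20-fold. Its signal nevertheless lay near the lowest that counted as well above background. The other probe was not well above background on any array. *Erg* lies on chromosome 16 from 95359169 to 95586600. Its probe A_55_P2015862 was well above background on 1 of the 2 EMPTY arrays and on both *Mir195* arrays, with a log2 fold change of 0.63 (standard error 0.38, adjusted p = 0.790 from limma), and its other probe was not well above background on any array. Leaving out 1 EMPTY array moved both genes most. The log2 fold change of *Pax5* was 0.56 without EMPTY replicate 1 and -0.03 without EMPTY replicate 2, and that of *Erg* was 0.16 and 1.10 in the same order. Neither gene was called under any alternative, where the lowest adjusted p from limma was 0.282 for *Pax5* and 0.251 for *Erg*.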

Among the B-lineage transcription factors, *Pax5* and *Erg* were modestly but significantly upregulated (Log₂FC ~1.2 and ~0.9, respectively) in *Mir195*-transduced *Ebf1*^-/-^ cells compared to controls. While these changes were moderate, they were consistent across replicates and suggest partial restoration of the B cell transcriptional program. These results suggested that not only CD19 expression but also upregulation of several B cell developmental factors and downregulation of other lineage-related genes were involved in the promotion of B cell lineage commitment by *Mir195*.

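On the EMPTY arrays the *Pax5* probe measured -5.60 and -6.19, with a standard deviation of 0.42, and on the *Mir195* arrays -5.54 and -5.72, with a standard deviation of 0.13 (log2 signal relative to the 75th percentile of the array). EMPTY replicate 1 thus lay above *Mir195* replicate 2, and the difference between the means was smaller than the spread of the EMPTY arrays. On this scale, the lowest signal well above background was -6.35 and -6.51 on the EMPTY arrays. On the *Mir195* arrays it was -6.23 and -6.13. The *Pax5* probe thus lay near the background floor, which limits what its fold change can show. The *Erg* probe measured -6.73 and -5.79 on the EMPTY arrays (standard deviation 0.67), and -5.93 and -5.32 on the *Mir195* arrays (standard deviation 0.43), so that EMPTY replicate 2 lay above *Mir195* replicate 1. Over the 19 tested probes of the B, T, NK and myeloid genes named in the text, 7 were higher and 6 were lower on both *Mir195* arrays than on both EMPTY arrays, and the others overlapped.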

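As sets, the named genes were tested with camera from limma, with a preset correlation of 0.01 between genes and the probe of highest mean signal for each gene. The 6 tested B lineage genes had a median log2 fold change of 0.42 and a mean of 0.53 (adjusted p = 0.000377), with all 6 higher. The 5 T and NK lineage genes had a median of -0.30 (adjusted p = 0.00891) and the 5 myeloid genes of -0.33 (adjusted p = 0.00130), with all of them lower. Among 10000 random lists of the same size and mean signal, these medians lay at the percentiles 99.7, 0 and 0.14. None of the calls held under fry, with adjusted p of 0.0537, 0.0537 and 0.0521, or under camera with an estimated correlation, with an adjusted p of 0.146 for each. Over all 18 alternatives the adjusted p ranged from 5.48e-05 to 0.146 for the B lineage genes, from 0.000988 to 0.146 for the T and NK lineage genes and from 0.00101 to 0.146 for the myeloid genes. The call for the T and NK lineage genes was also lost without EMPTY replicate 1, where the median was -0.18, and without *Mir195* replicate 1, where it was -0.27. The genes of these lists are those that the paper names from the same arrays, so the tests are not independent evidence.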

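Wider lists of lineage genes were fixed without reference to these arrays. The 27 tested T lineage genes had a median log2 fold change of -0.29 (19 lower, 8 higher, adjusted p = 0.000366 by camera) and the 24 NK and innate lymphoid genes of -0.27 (19 lower, 5 higher, adjusted p = 7.10e-05 by camera). For the latter, EMPTY replicate 1 was the highest array in 17 of the 24 genes, and without that array the median was -0.05 and the adjusted p 0.689. The T lineage call was lost without *Mir195* replicate 1, with a median of -0.21 and an adjusted p of 0.0831. Neither held under fry (adjusted p 0.339 and 0.998) or an estimated correlation (0.697 and 0.902). Their lowest adjusted p over the 18 alternatives was 7.13e-06 for the T lineage genes and 2.68e-13 for the NK and innate lymphoid genes. The 26 myeloid genes had a median of 0.04 and a mean of 0.07, whereas the test pointed downwards (adjusted p = 0.872), and the median turned negative with median scaling, without EMPTY replicate 1 and without *Mir195* replicate 1. *Ptprc*, which encodes the protein that carries B220, had a log2 fold change of 0.27 (standard error 0.37, adjusted p = 0.916 from limma), which fell below 0 without EMPTY replicate 2, to -0.06, and without *Mir195* replicate 2, to -0.16. From the higher B lineage genes and the lower genes of other lineages, the paper proposes that changes in both take part in the promotion of B lineage commitment by *Mir195*.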

**Figure 1.**
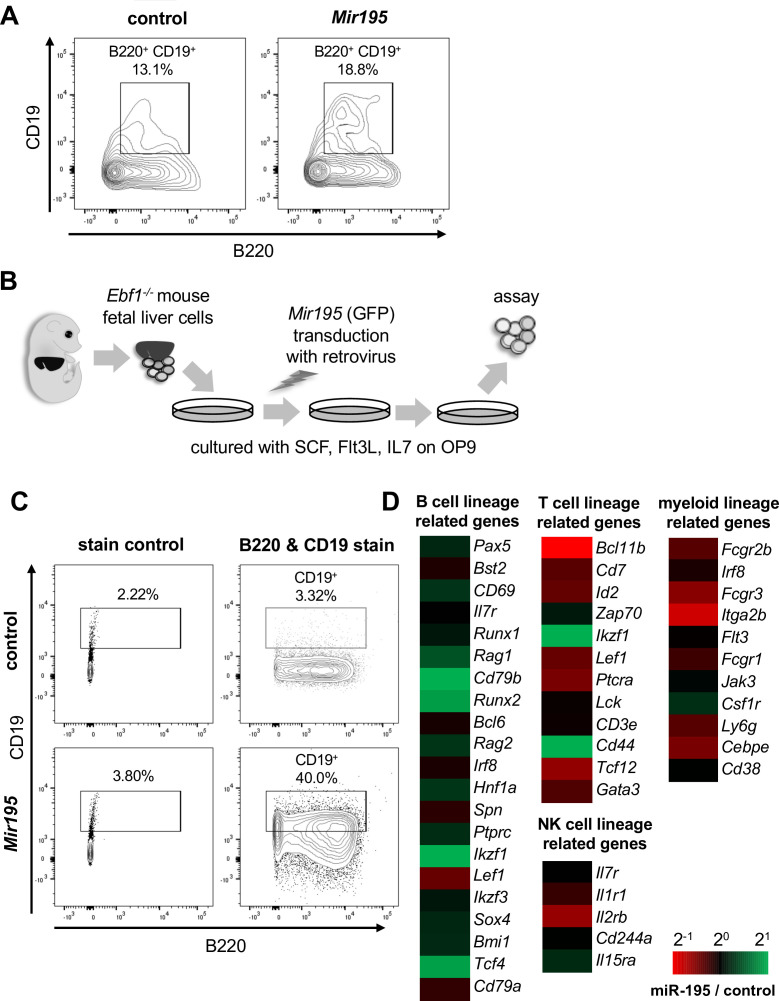
*Mir195* promotes hematopoietic progenitor cells (HPCs) to differentiate into the pro-B cell stage without EBF1. (**A**) Flow cytometry analysis of control and *Mir195*-expressing Lin^–^ cells. HPCs from fetal livers of wild-type mice were cultured for 7 days on OP9 with SCF, Flt3-ligand, and IL-7, after infection with control or *Mir195* retrovirus. Representative result of control (upper panel) and *Mir195* (lower panel) viral infections is shown (n=3). (**B**) Outline of the in vitro culture system of *Ebf1***^-/-^** HPCs. (**C**) Flow cytometry analysis of control and *Mir195*-expressing *Ebf1***^-/-^** HPCs. Shown data is representative of n=3. (**D**) Microarray analysis of *Mir195*-expressing *Ebf1***^-/-^** HPCs. Log_2_ fold-changes in the expression levels of genes related to B (left panel), T (middle-upper panel), NK (middle-lower panel), and myeloid (right panel) cell lineages were classified and are shown as colored columns. The analysis was carried out in duplicates.

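The 4 panels of Fig. 1D show 45 different genes, and each had a tested probe. By the probe of highest mean signal, 21 of the genes were higher and 24 lower with *Mir195*. Among the 21 genes of the B lineage panel, 13 were higher and 8 lower. Among the 12 genes of the T lineage panel, 2 were higher and 10 lower. The NK panel had 3 higher and 2 lower genes, and the myeloid panel 4 and 7. *Cd79a*, in the B lineage panel, was well above background on both EMPTY arrays and on neither *Mir195* array, which bounds it at least 1.01-fold lower, and *Bcl11b*, in the T lineage panel, was at least 1.98-fold lower in the same way, although its log2 fold change was only -0.038 with the normexp background correction. Such a bound sets the mean of the brighter arrays against the lowest signal that was well above background on each dim array, or the probe's own signal where that is higher. *Itga2b* had a log2 fold change of -1.72 (standard error 0.69, adjusted p = 0.623 from limma) and was well above background on 1 of the 2 *Mir195* arrays. The normexp background correction changed this log2 fold change to -0.06. It was -2.76 without *Mir195* replicate 1 and -0.67 without *Mir195* replicate 2. For *Ikzf1*, *Tcf4* and *Zap70*, the tested probes of the gene went in different directions.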

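Across the 23731 tested probes, the log2 values of the 2 EMPTY arrays correlated with Pearson's r = 0.996 and those of the 2 *Mir195* arrays with r = 0.987. The pairs of an EMPTY and a *Mir195* array gave r = 0.983 to 0.997, and the closest of them were EMPTY replicate 2 and *Mir195* replicate 1. These are correlations across probes, which are not independent replicates. The median absolute difference between the EMPTY arrays was 0.15 on the log2 scale and that between the *Mir195* arrays 0.19, whereas EMPTY replicate 2 and *Mir195* replicate 1 differed by 0.10. The groups did not overlap for 8959 of the tested probes, or 37.8%, where chance gives 33.3%.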

### *Ebf1*-deficient HPCs were able to commit B cell lineage by transduction of *Mir195* with bone marrow niche modification

The ectopic *Mir195* expression led *Ebf1*^-/-^ HPCs to induce differentiation toward B cell. However, a large part of the *Mir195*-transduced HPCs expressed CD19 but not B220, which implied that they strayed from the canonical B cell differentiation steps (Figure 1C). In addition to the inner state, the microenvironment known as niche was also critically involved in hematopoiesis (Cordeiro Gomes et al., 2016). Especially in early B cell development, bone marrow niches precisely control the maintenance and differentiation of lineage precursors by cytokines and chemokines (Tokoyoda et al., 2004). To explore the development of *Mir195*-transduced *Ebf1*^-/-^ FL HPCs under bone marrow niches, we engrafted *Mir195*-transduced *Ebf1*^-/-^ early B cells into NOG and B6RG mice, in which absence of B cell makes the engrafted B cell visible (Figure 2A). After 7 days, the engrafted cells successfully adapted in the bone marrow. While there was no remarkable change in control cell population, notably, instead of B220-negative CD19-positive cells, the double-positive cells were markedly increased in *Mir195*-transduced *Ebf1*^-/-^ FL early B cells, suggesting that the normal stepwise B cell development occurred (Figure 2B). In B cell development, most prominent steps after CD19 expression are VDJ recombination and subsequent IgM expression on cell surface. In addition to CD19 expression, *Ebf1* is also known as an essential gene for VDJ recombination, especially V_H_ to DJ_H_ recombination (Pongubala et al., 2008). To determine whether *Mir195*-transduced *Ebf1*^-/-^ cells rearranged the VDJ region, we attempted to detect V_H_-J_H_ assembled gene segments in the engrafted mouse bone marrow cells by droplet digital PCR (ddPCR). The data revealed that there were a certain number of V_H_-J_H_ segments in the bone marrow of mice engrafted with *Mir195*-transduced *Ebf1*^-/-^ cells (Figure 2C, Figure 2—figure supplement 1). Subsequently, to expect the EBF1-independent reconstitution enabled B cell receptor to express as IgM, we analyzed B cell populations in the engrafted mouse bone marrow. Not much, but some *Mir195*-transduced cells expressed IgM on cell surface likely as normal immature B cells in bone marrow 10 days after engraftment (Figure 2D). Moreover, these IgM-positive cells were also detected in splenocytes. These data suggested that engrafted cells had differentiated into IgM-positive immature or mature B cells, and they had been recruited to the spleen. The critical function of B cells is changing B cell receptor from IgM to IgG following class switch DNA recombination, which is accompanied by stimuli-induced cell proliferation. To clarify whether *Mir195*-transduced *Ebf1*^-/-^ B cells have the function, whole splenocytes of the engrafted mice were stimulated with IL-4 and LPS, which causes class switch recombination to IgG1 (Muramatsu et al., 1999). While control GFP-positive cells did not expand by the stimuli, *Mir195*-transduced GFP-positive cells expanded enough to be surely detected, and importantly, a part of them expressed IgG1 (Figure 2E). These data suggested that *Mir195* has the potential to induce B cell differentiation from HPCs to mature B cells, resulting in class switch recombination even when critical regulator EBF1 is absent.

**Figure 2.**
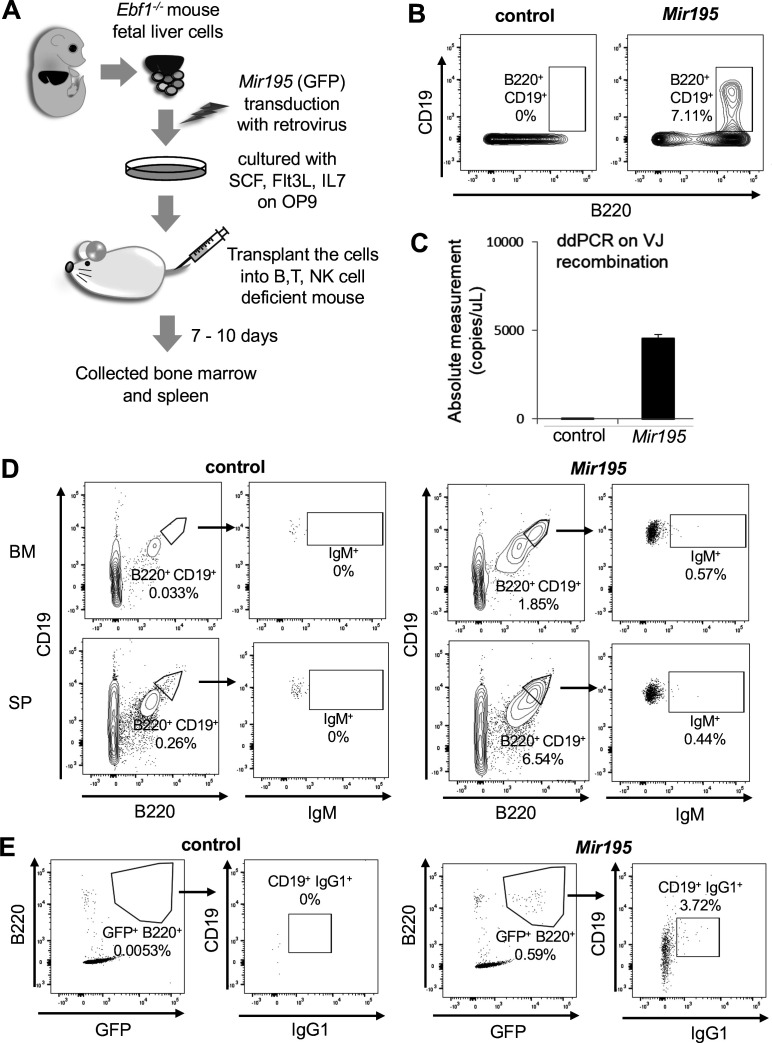
*Mir195* leads *Ebf1*-deficient hematopoietic progenitor cells (HPCs) to mature into B cells with bone marrow niche assistance. (**A**) In vivo analysis of B cell development of *Ebf1***^-/-^** HPCs. (**B**) Flow cytometry analysis of control and *Mir195*-expressing *Ebf1***^-/-^** HPCs in the bone marrow collected at 7 days after transplantation. (**C**) Using droplet digital PCR, VJ region fragments were amplified from the genomic DNA of B220^+^ cells in the bone marrow of mice transplanted with control and *Mir195*-expressing *Ebf1***^-/-^** HPCs. (**D**) Flow cytometry analysis of control and *Mir195*-expressing *Ebf1***^-/-^** HPCs in the bone marrow (BM) and spleen (SP), at 10 days after transplantation. (**E**) Flow cytometry analysis of class-switch recombination. Splenocytes of mice transplanted with control and *Mir195*-expressing *Ebf1***^-/-^** HPCs were cultured for 72 hr with IgG1 class-switch stimuli, LPS, and IL-4. Each flow cytometric data is representative of n=3.

**Figure 2—figure supplement 1.**
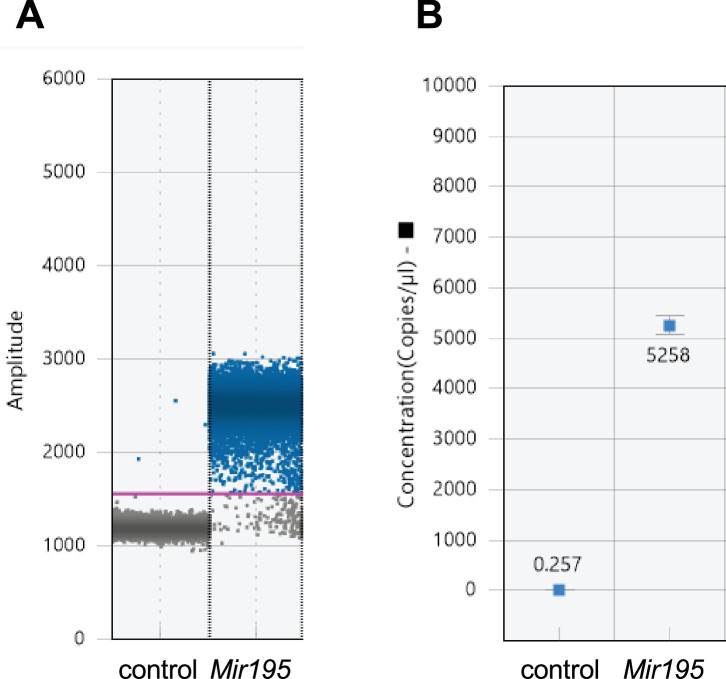
Raw data of Figure 2C droplet digital PCR (ddPCR). Amplitude (**A**) and concentration (**B**) of ddPCR on VJ recombination.

### *Mir195* physiologically maintains several B cell populations

As ectopic *Mir195* expression revealed its potential in B cell development. Next, to investigate the contribution of endogenous *Mir195* to B cell lineage populations, *Mir195*-deficient mice in which the genome around *Mir195-5p* was eliminated by CRISPR/Cas9 system were established. The analysis of HPC lineage populations in the bone marrow revealed that several B cell-related progenitors were relatively reduced in *Mir195*^-/-^ mice. Sca-1^-^ c-kit^+^ common myeloid progenitor cell population was increased, whereas Sca-1^+^ c-kit^-^ (LSK^-^) cells were decreased in *Mir195*^-/-^ mice (Figure 3A). As LSK^-^ cells mainly include early lymphoid precursor, these results suggested that *Mir195* is involved in hematopoiesis, including differentiation of stem cells toward lymphoid and early B cells (Kumar et al., 2008). While analysis of each early B cell population did not show significant difference, whole B220^+^ IgM^-^ pre-B cell populations were slightly increased in the BM of *Mir195*^-/-^ mice (Figure 3B). In the splenic B cells, marginal zone B (MZB) cells were reduced in *Mir195*^-/-^ mice (Figure 3C). MZB cells were previously reported to be highly dependent on EBF1 activity and disappear in the absence of EBF1. B-1 cells were likewise crucially regulated by EBF1 as well (Vilagos et al., 2012). In the peritoneal cavity of *Mir195*^-/-^ mice, B-1 cells were significantly decreased (Figure 3D). These results suggested that miR-195 contributed to maintaining several EBF1-dependent mature B cell populations at least in part. Taken together, these results were consistent with those obtained from ectopic expression of *Mir195*.

**Figure 3.**
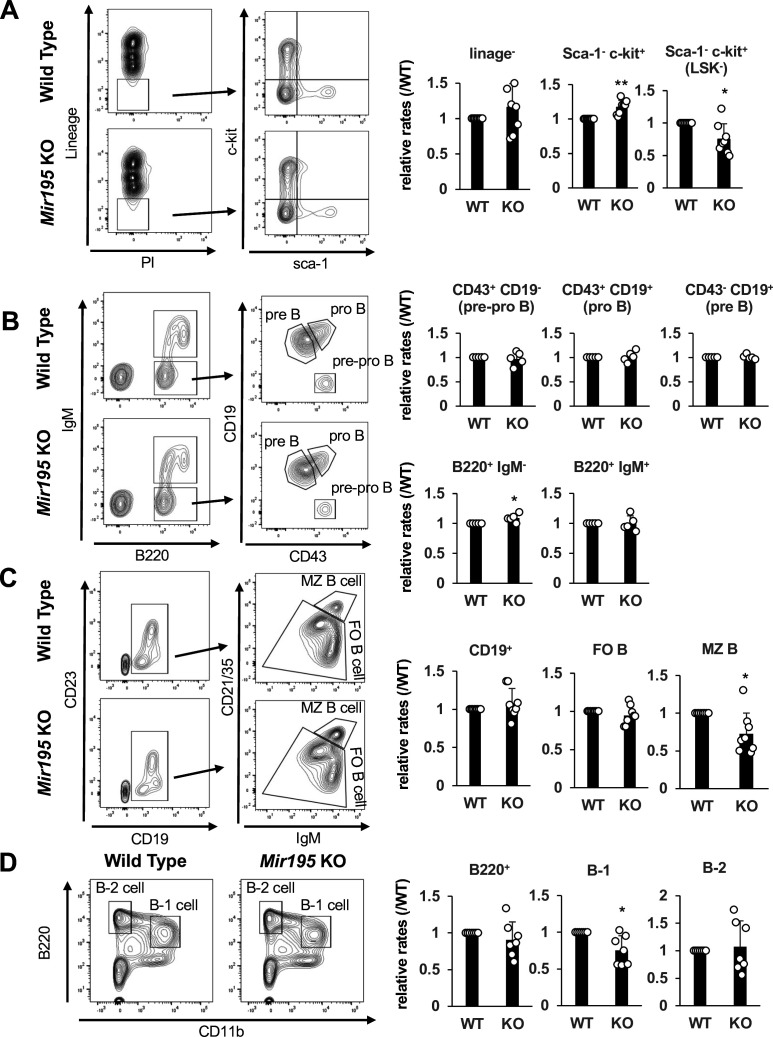
Several B cell populations are disturbed in the *Mir195*-deficient mice. Flow cytometry data of B cell lineage populations in *Mir195***^-/-^** and littermate WT mice. Representative plots (left side) and mean ± SD of relative population rates in each littermate WT mice (right side) are shown. (**A**) Analysis of early B cell populations in the bone marrow. Pre-pro-B (B220^+^ IgM^-^ CD43^+^ CD19^-^); pro-B (B220^+^ IgM^–^ CD43^+^ CD19^+^); pre-B (B220^+^ IgM^-^ CD43^-^ CD19^+^); n=5. (**B**) Analysis of hematopoietic progenitor populations in the bone marrow; n=5. (**C**) Analysis of B cell populations in the spleen. FO B (CD19^+^ IgM^+^ CD21/35^low-middle^); MZ B (CD19^+^ IgM^+^ CD21/35^high^); n=8. (**D**) Analysis of B cell populations in the peritoneal cavity: B-1 (B220^+^ CD11b^+^); B-2 (B220^+^ CD11b^-^); n=7. Statistical significance was tested using one-sample *t*-test. *p<0.05; **p<0.01. WT, wild-type.

### FOXO1 phosphorylation pathway targeted by *Mir195* was responsible for B cell lineage commitment

To elucidate how *Mir195* promotes B cell development in *Ebf1*-deficient HPCs, we analyzed regulatory networks of predicted *Mir195* target genes by using starBase_v2.0 and David Bioinformatics Resources 6.8 in KEGG pathway database (Yang et al., 2011; Li et al., 2014; Huang et al., 2009a; Huang et al., 2009b; Kanehisa and Goto, 2000; Kanehisa et al., 2016; Kanehisa et al., 2017). Several gene regulation networks were detected as candidates of responsible pathways on the *Mir195* function (Supplementary file 1 and 2). Remarkably, MAPK signaling pathway and PI3K-Akt signaling pathway included various targets of *Mir195*. Both MAPK and Akt were known to phosphorylate and degrade FOXO1, which was a critical factor in several stages of B cell development (Dengler et al., 2008). Thereby, we focused on the predicted *Mir195* targets: *Pik3r1*, *Pdpk1*, *Akt3*, *Raf1*, *Sos2,* and *Mapk3*, which were involved in and activate MAPK and PI3K-Akt pathways. First, to confirm that the predicted targets are actually regulated by *Mir195*, we picked up the 3’UTR of *Mapk3* and *Akt3,* which were especially important in the pathways, and inserted them in a luciferase reporter assay plasmid. As expected, the luciferase activity was downregulated by *Mir195* transduction, but it was not impaired by transduction of *Mir195* mutant of mature miRNA region (Figure 4A). Furthermore, to determine whether the predicted targets were actually regulated by *Mir195*, we measured the expression levels in *Mir195*-transduced *Ebf1*^-/-^ HPCs, and qPCR analysis showed that *Mir195* transduction certainly decreased the mRNA levels (Figure 4B). Because of sequence similarity among *Mir15/16* family members, the baseline levels detected in control samples may include signal from endogenous miRNAs such as *Mir497* or *Mir16*. Thus, the observed increase (log_2_FC~2.5) may underestimate the actual level of *Mir195* overexpression. In line with these findings, *Mapk3* expression was also downregulated in our microarray analysis of *Mir195*-transduced *Ebf1*^-/-^ cells. However, for *Akt3*, the microarray results were inconsistent across different probes, suggesting probe-dependent variability. Therefore, while qPCR and reporter assays support *Akt3* as a potential target of *Mir195*, its regulation remains to be further validated. 

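*Mapk3* lies on chromosome 7 of GRCm38.p6 from 126759626 to 126765816 and has 2 probes on the array, both well above background on all 4 arrays. Probe A_52_P243249 measured 2.41 and 2.44 on the EMPTY arrays and 2.35 and 2.19 on the *Mir195* arrays (log2 signal relative to the 75th percentile), a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.846 from limma). Probe A_55_P2121662 measured 1.18 and 1.26 on the EMPTY arrays and 1.11 and 1.00 on the *Mir195* arrays, a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.836 from limma). Both *Mir195* arrays thus lay below both EMPTY arrays for each probe. The direction held under every alternative, with values from -0.25 to -0.08 for the first probe and from -0.26 to -0.10 for the second, and no alternative called either probe (lowest adjusted p 0.537 and 0.522).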

Next, to evaluate inhibition of FOXO1 phosphorylation and degradation by *Mir195*, we compared protein levels of FOXO1 and phosphorylated FOXO1 (pFOXO1) in *Mir195*-transduced *Ebf1*^-/-^ HPCs. The western blotting results revealed that *Mir195* transduction decreased pFOXO1 levels and increased relative FOXO1 protein levels (Figure 4C). We also performed western blotting for PAX5 and ERG using the same samples. The results showed no significant change in these protein levels between *Mir195*-transduced and control *Ebf1*^-/-^ cells (Figure 4—figure supplement 1), consistent with the modest upregulation observed in our microarray data. Finally, to determine whether FOXO1 accumulation is sufficient for *Ebf1*^-/-^ HPCs to differentiate into pro-B cells, *Ebf1*^-/-^ HPCs were transduced with *Foxo1* and cultured under the B cell differentiating condition. Similar to *Mir195* transduction, Foxo1 transduction arose B220 and CD19 double-positive *Ebf1*^-/-^ cells, which was accompanied by CD19-positive but B220-negative population (Figure 4D). These data indicated that FOXO1 accumulation by inhibition of phosphorylating pathways was responsible for *Ebf1*^-/-^ HPCs to differentiate into B cell lineage.

**Figure 4.**
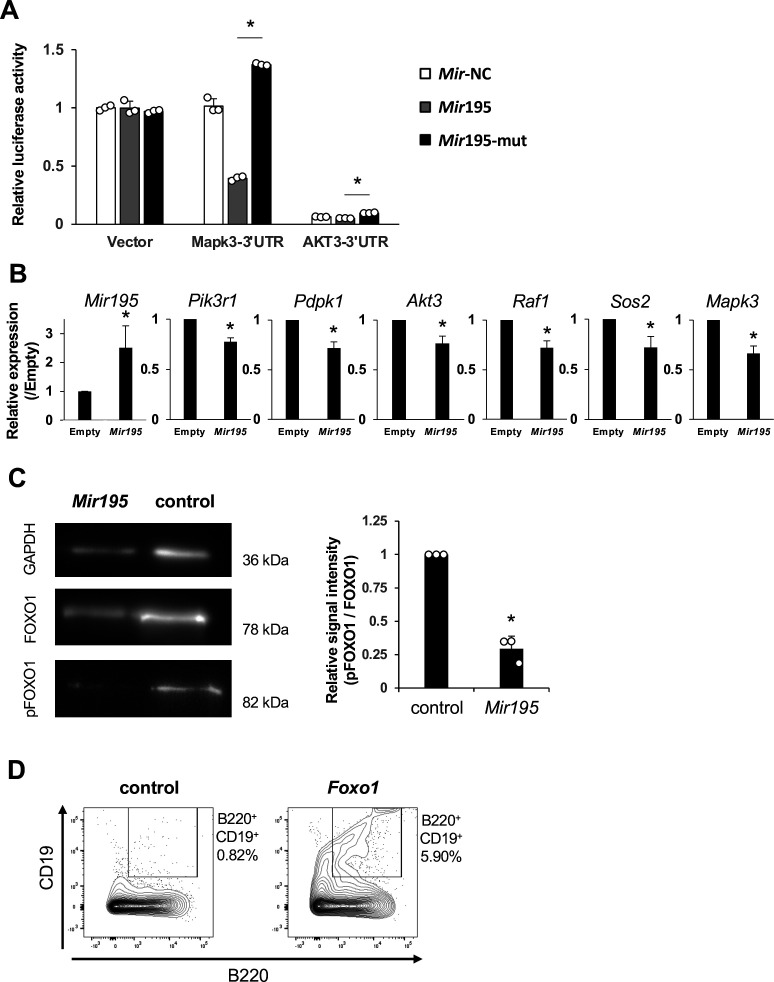
FOXO1 phosphorylation pathways are key targets of *Mir195* for promotion of B cell development. (**A**) Relative luciferase inhibitory rates of *Mir195* onto predicted target 3′UTR were analyzed using Dual-Luciferase reporter assay. (**B**) Relative expression rate of *Mir195* and predicted target genes were compared between control (EMPTY) and *Mir195*-expressing *Ebf1***^-/-^** hematopoietic progenitor cells (HPCs). (**C**) Western blot of FOXO1 and phosphorylated FOXO1 (pFOXO1) in control and *Mir195*-expressing *Ebf1***^-/-^** HPCs. Quantification of FOXO1 and phospho-FOXO1 band intensities from three independent experiments is shown in the bar graph. Data are presented as mean ± SD. Shown data is representative of n=3. (**D**) Flow cytometry analysis of control and *Foxo1*-expressing *Ebf1***^-/-^** HPCs. Shown data is representative of n=3. Statistical significance was tested using a one-sample *t*-test. *p<0.05, n=3. Figure 4—source data 1.PDF file containing original western blots for Figure 4C, indicating the relevant bands and treatments. Figure 4—source data 2.Original files for western blot analysis displayed in Figure 4C.

**Figure 4—figure supplement 1.**
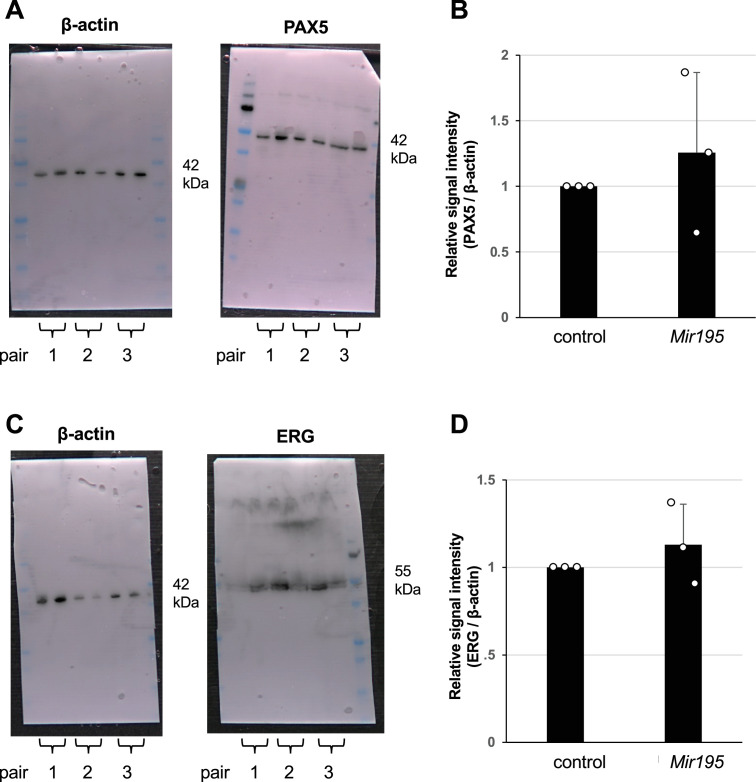
Western blot analysis of other known B-lineage regulators in Ebf1^-/-^ hematopoietic progenitor cells (HPCs) with or without Mir195 transduction. (**A–B**) PAX5 and β-actin western blot images (**A**). Three pairs of control (left) and Mir195 (right) transduced Ebf1^-/-^ HPCs were analyzed. Quantification of β-actin and PAX5 band intensities from three independent samples is shown in the bar graph (B). Data are presented as mean ± SD, n=3. No significant difference in PAX5 protein level was observed. (**C–D**) ERG and β-actin western blot images (**C**). ERG was analyzed the same as PAX5, and quantification of β-actin and ERG band intensities is also shown in the bar graph (**D**). Data are presented as mean ± SD, n=3. Figure 4—figure supplement 1—source data 1.PDF file containing original western blots for Figure 4—figure supplement 1, indicating the relevant bands and treatments. Figure 4—figure supplement 1—source data 2.Original files for western blot analysis displayed in Figure 4—figure supplement 1.

### Epigenetically activated genes in pro-B cells by *Mir195* are fewer than by EBF1

In B cell development, epigenetic changes of transcription factors and differentiation molecules are crucial for proper development, which are mainly regulated by EBF1 (Treiber et al., 2010; Maier et al., 2004). We investigated transposase-accessible chromatin using deposited sequencing data (ATAC-seq) of *Ebf1*^-/-^ pro-B cells and wild-type pro-B cells from GSE92434 and cells in early B cell lineages from GSE100738. While wild-type pro-B cells/*Ebf1*^-/-^ pro-B cells differentially accessible (DA) ATAC peaks were observed in 2809 sites, wild-type CD19-positive/CD19-negative early B cells DA ATAC peaks were in 904 sites. Then, 678 sites were overlapped, which were considered to be regulated by EBF1 as important locus for early B cell development. Moreover, some of them were overlapped with *Mir195*-transduced B220 and CD19 double-positive *Ebf1*^-/-^ cells (*Mir195* CD19^+^)/B220-positive CD19-negative *Ebf1*^-/-^ cells (control CD19^-^) DA ATAC peaks (73 out of 226 peaks), which were considered to be regulated by *Mir195* (Figure 5B). These peaks included important genes for early B cell development, such as *Pax5*, *Runx1*, *Erg*, *Ifr8*, and *Blnk*, and B cell-related genes, such as *Rarres1*, *Ciita*, and *Atg7* (Supplementary file 3). These results indicated that gene loci opened by *Mir195* were fewer than by EBF1, but they included several key loci for B cell differentiation, and they were enough to differentiate the progenitor cells to mature B cells. Moreover, HOMER Motif Analysis revealed that enriched motives opened by EBF1 and by *Mir195* were 198 and 111, respectively (Figure 5C). The common motifs were 104 which included critical genes for B cell development, such as *E2A*, *Foxo1*, and *Pax5*, and high-ranked motifs were very similar between EBF1 and *Mir195* (Figure 5D). These results suggested that *Mir195* transduction opened important chromatin regions for early B cells, which were normally regulated by EBF1. Finally, we concluded that *Mir195* transduction was able to compensate EBF1 deficiency in B cell development through activation of FOXO1 and epigenetic regulation of several B cell-related genes.

**Figure 5.**
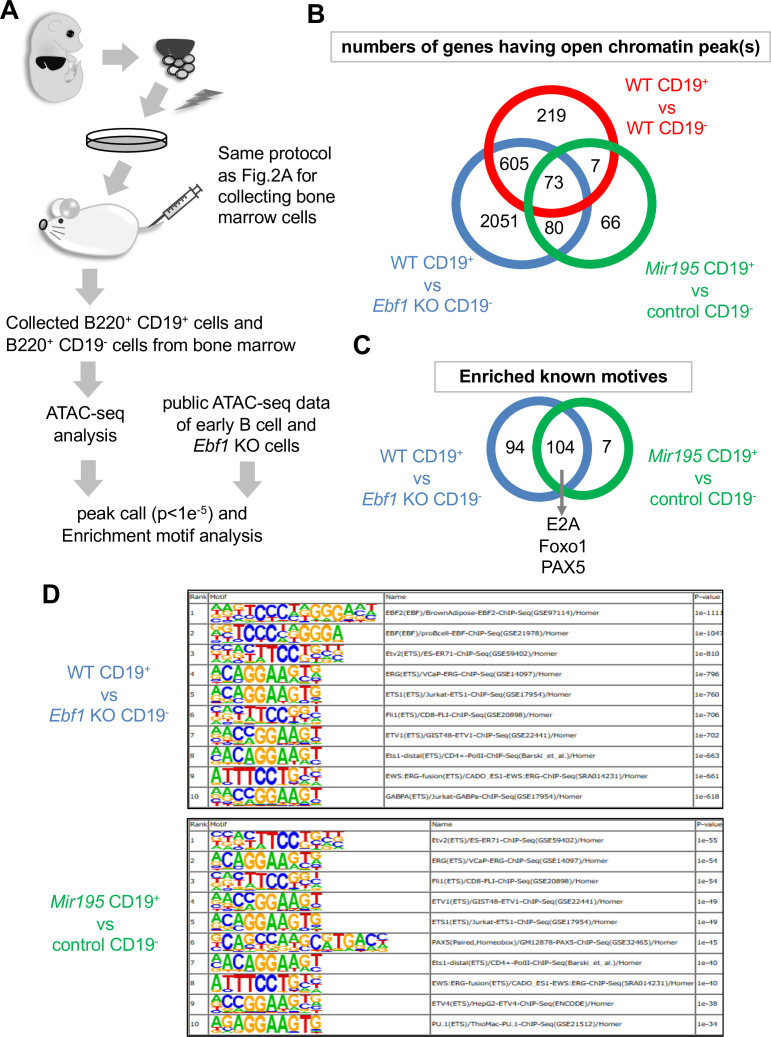
ATAC-seq analysis of *Ebf1*^-/-^ CD19-positive B cells differentiated by *Mir195*. (**A**) Outline of analysis of open chromatin regions in *Mir195*-expressing *Ebf1***^-/-^** cells. (**B**) Venn diagram of numbers of genes in which DNA regions of open chromatin peaks were detected by means of peak call analysis. The analyses were examined between CD19-negative (FrA) and -positive (FrB, FrC, and FrD) stages of B cell development (GSE100738; upper red circle); wild-type (WT) and *Ebf1***^-/-^** pro-B cells (GSE92434; left-lower blue circle); B220^+^ CD19^-^ cells of control and B220^+^ CD19^+^-positive miR-195-expressing *Ebf1***^-/-^** cells (right-lower green circle). Overlapping regions in the Venn diagram are interpreted as follows: the intersection of WT and Rescue represents canonical EBF1-regulated regions; the overlap between Rescue and *Mir195* indicates partial mimicry by *Mir195*; and regions unique to *Mir195* may reflect EBF1-independent chromatin changes. (**C and D**) Venn diagram of numbers of enriched known motifs detected using HOMER find motif analysis (**C**) and lists of high p-value motifs, up to rank 10 (**D**).

## Discussion

The canonical notion of hematopoietic fate determination implies that EBF1 is an indispensable factor for B lymphopoiesis. However, in this study, we showed that a single miRNA *Mir195* rescued the arrest of pro-B cell differentiation induced by EBF1 deficiency. As miRNA plays roles in a bundle of their family, single miRNA-deficient mice often do not show significant phenotype (Song et al., 2014). Nevertheless, *Mir195*-deficient mice showed a small but consistent decrease in the number of several hematopoietic cells, including MZB cells and peritoneal B-1 cells, which were reported to almost disappear in *Ebf1^ihCd2^* mice in which EBF1 was deficient in mature B cells (Vilagos et al., 2012). Considering that other miRNA-deficient mice have subtle phenotypes and *Mir195* is one of the large family, including *Mir15/16* and *Mir195/497* (Hutter et al., 2021), the remarkable potential of *Mir195* is beyond a fine tuner as miRNA, at least as far as it is considered with regard to B cell lineage commitment.

A part of the mechanisms of the potent function of *Mir195* was caused by inhibition of phosphorylation of FOXO1. FOXO1 is a transcriptional factor controlled by EBF1 and strongly promotes differentiation of pre-B cells. FOXO1 activity is regulated by the PI3K/AKT pathway, and several miRNAs were reported to be involved in the regulation (Coffre et al., 2016). We showed *Foxo1* transduction enabled *Ebf1*-deficient cells to express CD19. However, the CD19-positive cells rapidly disappeared and couldn’t be detected in transplanted mice (data not shown). It is presumable that FOXO1 activity was necessary to express CD19, but other factors undertake maintenance and proliferation of the developing cells. ATAC-seq analysis revealed that *Mir195* was directly or indirectly involved in chromatin accessibility. As the chromatin regions and motifs opened by *Mir195* were critical for B cell differentiation and hematopoiesis, further investigation is needed for the mechanism.

Although our study indicates that *Mir195* has the potential to promote B cell lineage commitment in the absence of EBF1, the precise downstream targets and mechanisms remain only partially defined. 

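Among the genes of the MAPK and PI3K-Akt pathways that the study predicted as targets, *Pik3r1*, *Pdpk1*, *Sos2* and *Mapk3* stand in the list of predicted mouse targets in Supplementary file 5, and each of their probes was tested. *Pik3r1* was higher on both *Mir195* arrays than on both EMPTY arrays, with a log2 fold change of 0.25 (standard error 0.12, adjusted p = 0.686 from limma). *Sos2* lay at -0.05 and the *Pdpk1* probes at -0.03, -0.02 and -0.02, each less than its standard error, and for these probes the arrays of the viruses overlapped. The direction of all *Pdpk1* probes changed under at least 1 alternative, such as the exclusion of *Mir195* replicate 2 for A_55_P2014357, which gave 0.01. No alternative called any of these probes.

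**Figure D2:**
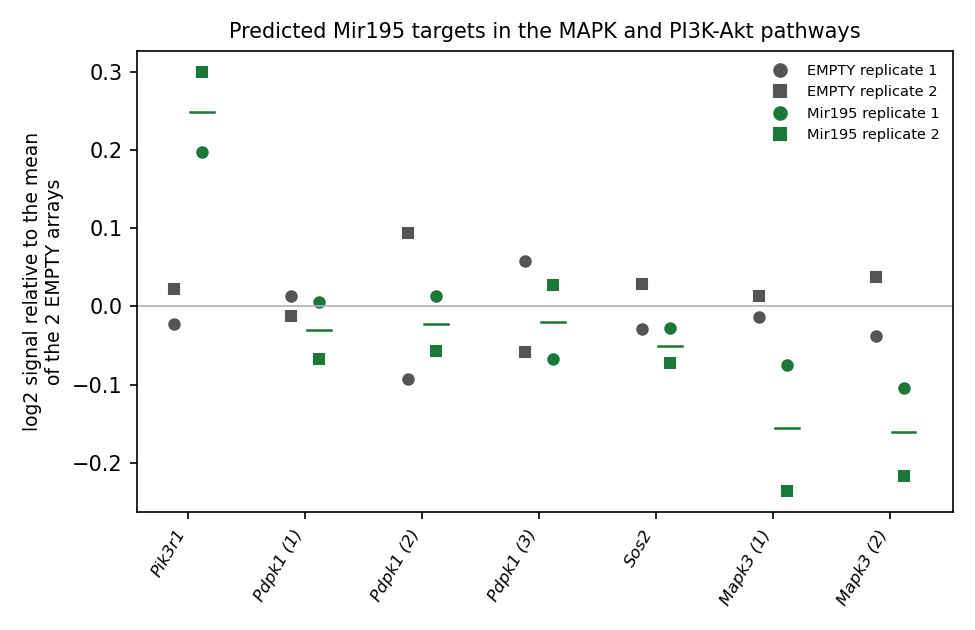
Log2 signal of each probe of 4 predicted target genes, relative to the mean of the 2 EMPTY arrays. Each point is an array, bars mark the mean of the *Mir195* arrays, and numbers in brackets tell probes of the same gene apart. The mean of *Pik3r1* lies at 0.25 and that of each *Mapk3* probe at -0.16; the *Pdpk1* probes changed direction under at least 1 alternative.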

We hypothesize that the observed effects are mediated through the downregulation of multiple mRNA targets involved in opposing B-lineage differentiation, including kinases in the MAPK and PI3K-Akt pathways that modulate FOXO1 phosphorylation. While our microarray, qPCR, and luciferase assays support the regulation of specific targets such as *Mapk3* and *Akt3*, a more comprehensive identification of direct targets—especially those related to transcriptional and epigenetic regulation—would further strengthen our conclusions. 

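Of the mouse genes that Supplementary file 5 predicts as *Mir195* targets, 620 had a tested probe. Their median log2 fold change was 0.02, against 0.01 for the other genes, and 353 were higher and 267 lower with *Mir195*. Camera gave this list, the only member of its family, an adjusted p of 0.974, and its median lay at the percentile 99.0 of 10000 random lists of the same size and mean signal. A decrease of at least 1 on the log2 scale was found for 5 of the targets and an increase of at least that size for 2. The 289 genes with a TargetScan site had a median of 0.03 (adjusted p = 0.591 by camera) and the 303 genes predicted by at least 2 programs a median of 0.02 (adjusted p = 0.651 by camera). Median scaling lowered the median of the targets to -0.08, and that of all tested probes likewise to -0.08.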

We interpret our findings as revealing the potential of *Mir195* to compensate for EBF1 deficiency, rather than a demonstration of its physiological role. Future studies using global transcriptome, proteome, and chromatin-binding assays will be essential to fully elucidate the mechanisms underlying this observation.

To compensate for the lack of transcriptome data from sorted *Mir195*-transduced pre-pro-B or CD19^+^ *Ebf1*^-/-^ cells, we compared our microarray data with publicly available RNA-seq profiles of *Ebf1*^-/-^ pro-B cells (GSE92434). This analysis revealed that several B-lineage defining genes downregulated in EBF1 deficiency were upregulated upon *Mir195* expression, suggesting that *Mir195* may partially restore transcriptional programs disrupted by the loss of EBF1.

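The RNA-seq profiles of *Ebf1*-/- pro-B cells were not analysed here, so the arrays alone are described. Of a list of 40 B lineage genes fixed without reference to these arrays, 35 had a tested probe, of which 17 were higher and 18 lower with *Mir195*. Their median log2 fold change was -0.01 (adjusted p = 0.872 by camera over 12 lists), at the percentile 27.3 of random lists of the same size and mean signal. Without the 4 genes of this list that the results text also names, the median was -0.05. The median changed sign under 5 alternatives and reached 0.10 with the normexp background correction, the highest value; no alternative called the list.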

Although direct evidence of FOXO1 binding to B-lineage gene loci (e.g. via ChIP-seq or CUT&RUN) is currently lacking due to technical limitations in cell numbers, our results suggest that FOXO1 plays a key functional role. This is supported by its increased protein level upon *Mir195* expression, the partial phenocopy by FOXO1 overexpression, and the enrichment of FOXO1 motifs in open chromatin regions identified by ATAC-seq. Future studies incorporating FOXO1 chromatin profiling will be important to validate its direct regulatory role in this context.

While ddPCR provided a sensitive means to detect V_H_-J_H_ rearranged fragments, it does not offer resolution of specific V, D, or J gene usage or recombination completeness. Therefore, the full extent and diversity of V(D)J recombination in *Ebf1*^-/-^ *Mir195*-transduced CD19^+^ cells remains to be clarified. Future studies incorporating high-throughput sequencing approaches will be important to fully characterize the immunoglobulin repertoire and confirm progression through the pre-BCR checkpoint.

While our data support the B-lineage identity of *Mir195*-transduced *Ebf1*^-/-^ CD19^+^ cells based on gene expression, chromatin accessibility, and immunoglobulin expression, we have not directly tested their lineage plasticity under alternative differentiation conditions. Whether these cells retain responsiveness to myeloid cytokines or exhibit residual multipotency remains to be determined. Future studies using single-cell fate mapping or in vitro differentiation assays will be required to fully define the lineage commitment status of this population.

While our results demonstrate that ectopic expression of *Mir195* can compensate for the loss of EBF1 in promoting B cell development, we acknowledge that this does not necessarily reflect a physiological role for *Mir195*. The *Mir195* knockout mice exhibited only mild alterations in B cell populations, suggesting that under normal conditions, *Mir195* is not essential for B lymphopoiesis. Therefore, our findings should be interpreted as highlighting the potential of *Mir195* to modulate B cell fate under specific conditions, rather than indicating its requirement in physiological B cell development. Further studies will be needed to determine whether *Mir195* plays a more prominent role under stress or disease contexts, or in cooperation with other miRNAs.

The luciferase activity was markedly reduced in the presence of the Akt3 3'UTR, even in cells transduced with a control vector (Figure 4A). We hypothesize that the Akt3 3'UTR contains strong posttranscriptional regulatory elements—such as AU-rich elements or binding sites for endogenous miRNAs or RNA-binding proteins—which may suppress mRNA stability or translation independent of *Mir195*. Alternatively, the secondary structure or length of the UTR may inherently reduce luciferase expression.

## Materials and methods

### Plasmid construction

To construct MDH1-PGK-GFP-Mir195, genomic DNA was first extracted from RS4;11 using the DNeasy Tissue Extraction Kit (QIAGEN). Next, a segment around *Mir195* was amplified by means of PCR, using Pfx polymerase (Invitrogen) and the oligonucleotides, 5′ -AGATCTCTCGAGAAGGAGAGGGTGGGGTAT-3′ and 5′ -GGGGCGGAATTCGCTATTCCCGCATAAGCA-3′. The obtained PCR product was then cloned into the XhoI-EcoRI site of MDH1-PGK-GFP 2.0 (Addgene #11375). To construct pMYs-RFP-Foxo1, first, pEX-Foxo1 (in which mouse Foxo1 is optimized for gene synthesis; Eurofins Genomics KK) was synthesized and inserted into the EcoRI-XhoI site of pEX. Next, the Foxo1 region was extracted using the restriction enzymes and inserted into pMYs-RFP retroviral vector (kindly provided by Prof. T Kitamura, Tokyo University). For in vitro transcription of small-guide RNA (sgRNA), pUC57-195sg-upstream and -downstream were generated. Both plasmids originated from the pUC57-sgRNA expression vector (Addgene #51132), and the annealed oligonucleotides were inserted into a BsaI site. (For the former, 5′ -TAGGCCCACAAAGGCAGGGACCTA-3′ and 5′ -AAACTAGGTCCCTGCCTTTGTGGG-3′ were annealed, while for the latter, 5′ -TAGGGGAAGTGAGTCTGCCAATAT-3′ and 5′ -AAACATATTGGCAGACTCACTTCC-3′ were annealed.) For the Dual-Luciferase assay, psiCHECK-2 vector was purchased from Promega and the 3′-UTRs of Akt3 and Mapk3 were inserted between the XhoI and NotI sites. MDH1-PGK-GFP-Mir195-mut was generated by mutating 6 bases, from the second to seventh bases of the mature Mir195 and complementary regions of the stem loop structure in MDH1-PGK-GFP-Mir195. In detail, normal Mir195 stem loop sequence 5′-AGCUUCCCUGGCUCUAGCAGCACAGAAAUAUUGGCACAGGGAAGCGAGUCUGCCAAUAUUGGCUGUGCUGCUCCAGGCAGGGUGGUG-3′ (mature Mir195-5p sequence 5′ -UAGCAGCACAGAAAUAUUGGC-3′) was mutated to 5′ -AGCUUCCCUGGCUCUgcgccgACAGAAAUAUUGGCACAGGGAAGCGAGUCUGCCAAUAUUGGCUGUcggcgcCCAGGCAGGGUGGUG-3′ (mature sequence 5′ -UgcgccgACAGAAAUAUUGGC-3′).

### Animals

C57BL/6 mice were purchased from CLEA Japan Inc NOD/Shi-scid, IL-2RγKO (NOG) and B6RG mice were purchased from Central Institute for Experimental Animals (CIEA). The *Ebf1*^+/-^ mice were originally generated by R Grosschedl (Lin and Grosschedl, 1995). *Mir195*-deficient mice were generated based on the CRISPR/Cas9 system established by C Gurumurthy (Harms et al., 2014), using pUC57-195sg-upstream and -downstream for sgRNA expression and pBGK (Addgene #65796) for Cas9 mRNA expression. Sanger sequencing confirmed a deletion of 5103 base pairs at chromosome 11 (GRCm38/mm10 chr11:70,234,425–70,235,103), encompassing the entire *Mir497* sequence upstream and 61 bp of the 93 bp *Mir195* precursor. The deletion was validated using genomic DNA and aligned to the mouse reference genome. All transgenic mice used for experiments were backcrossed to the C57BL/6 background for at least eight generations to minimize off-target effects. The obtained mice were subsequently bred and housed at Tokai University. All the animal experiments in this study were approved by the Institutional Review Board of Tokai University (211039, 221046, 231073, 231116, 241089). All the animal experiments in this study complied with the Guidelines for the Care and Use of Animals for Scientific Purposes at Tokai University. To reduce the number of sacrificed animals, the sample sizes for each animal experiment were empirically determined from previous studies or the results of the first littermate mice.

### Flow cytometry analysis

Cells were collected and washed in FACS buffer (phosphate-buffered saline supplemented with 2% fetal bovine serum) and subsequently stained with the following antibodies purchased from BioLegend: anti-c-kit (2B8), -Sca-1 (D7), -IL7Rα (A7R34), -B220 (RA3-6B2), -IgM (RMM-1), -CD3ε (145-2 C11), -CD4 (GK1.5), -CD8 (53–6.7), -CD11b (M1/70), -CD19 (1D3), -CD23 (B3B4), and -IgG1 (RMG1-1) and Thermo Fisher: anti-Flt3 (A2F10), -CD43 (eBioR2/60), and -CD21/35 (eBio8D9). All samples were analyzed on the BD FACSVerse system, and the data obtained was analyzed using FlowJo. FACSAria III was used for cell sorting.

### Culture of lineage-negative (Lin^–^) cells from the FL

FLs were harvested from pregnant C57BL/6 or *Ebf1^+/-^* (mated with *Ebf1^+/-^* male) at 13.5 days after vaginal plug formation and minced gently by means of pipetting. The cell suspensions were filtered through a 67 µm pore nylon mesh and Lin^-^ cells were collected using the Lineage Cell Depletion Kit, mouse and AutoMACS Pro Separator (Miltenyi Biotec), according to the manufacturer’s instructions. Subsequently, the collected Lin^-^ cells were transduced with *Mir195* or *Foxo1* by means of retroviral transfection. In brief, Platinum-E cells were transfected with MDH1-PGK-GFP (for EMPTY sample) or MDH1-PGK-GFP-Mir195 or pMYs-RFP-Foxo1 using PEI MAX (Polysciences Inc), and retroviral supernatants were harvested 48 hr later. Lin^-^ cells were infected with the supernatants using 10 µg/mL Polybrene (Sigma-Aldrich). The infected and transduced Lin^-^ cells were cultured and differentiated into B cells on OP9 cells in IMDM (Thermo Fisher) supplemented with 10% fetal bovine serum, 1 mM sodium pyruvate, 0.1 mM non-essential amino acid solution, 50 µM 2-mercaptoethanol, 100 units/mL penicillin G, 100 µg/mL streptomycin (all from Wako), and 10 ng/mL recombinant SCF, IL-7, and Flt3-ligand (R&D Systems). Cells were cultured on OP9 cells for 7 days before analysis unless otherwise specified. For in vivo analysis of B cell development of *Ebf1*^-/-^ Lin^-^ cells, 1×10^6^ cells were injected into the NOG or B6RG mice after >7 days of culture and expansion in vitro.

### Microarray analysis

Total RNA was isolated using the RNeasy MINI Kit (QIAGEN), and its quality was analyzed using the 2100 Bioanalyzer (Agilent Technologies). Approximately 100 ng RNA was labeled, and gene expression microarray analysis was performed using the Agilent Whole Mouse Genome Microarray 4×44K v2 (Agilent Technologies), according to the manufacturer’s instructions. The processed data was analyzed using GeneSpring GX version 14.9 (Agilent Technologies). Raw intensity values were normalized using the 75th percentile and transformed to the Log_2_ scale. All experiments were carried out in duplicates.

### Droplet digital PCR

To carry out ddPCR for VJ recombination analysis, total DNA was isolated from whole cells of the bone marrow in *Mir195*-transduced *Ebf1*^-/-^ FL HPCs-engrafted NOG mice, using the Wizard Genomic DNA Purification Kit (Promega). ddPCR was conducted using QX100 Droplet Digital PCR system (Bio-Rad). Briefly, 3.3 μL of template cDNA with 20× primer and a TaqMan probe set was partitioned into approximately 20,000 droplets using the QX100 Droplet Generator, for amplification. The cycling conditions were 95°C for 10 min, followed by 50 cycles of 95°C for 15 s and 60°C for 1 min, and a final 10 min incubation at 98°C. The droplets were subsequently read automatically using the QX10 droplet reader. The data were analyzed with QuantaSoft analysis software (ver. 1.3.2.0; Bio-Rad). The primers used were as follows: forward primer – 5′-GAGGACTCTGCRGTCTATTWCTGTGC-3′; reverse primer – 5′- CCCTGACCCAGACCCATGT-3′; and probe – 5′-6FAM-TTCAACCCCTTTGTCCCAAAGTT-TAM-3′.

### Class-switch stimulation

*Ebf1*^-/-^ Lin^-^ cells were transduced with EMPTY and *Mir195*-expressing vector and transplanted into B6RG mice. At 10 days posttransplantation, the spleens were collected from the mice, minced with slide glasses, and filtered through a 67 µm pore nylon mesh. IgM^+^ cells were sorted and stimulated for 3 days with 12.5 μg/mL lipopolysaccharide (Sigma-Aldrich) and 7.5 ng/mL IL-4 (Peprotech) in RPMI-1640 (Wako) supplemented with 10% fetal bovine serum, 100 U/mL penicillin G, and 100 µg/mL streptomycin.

### Gene Ontology analysis

The *Mir195* targetomes were gathered from the *Mir195* target mRNAs identified from three databases (TargetScan, miRDB, and microRNA.org) and by comparing the microarray data of the targets in control- and *Mir195*-transduced *Ebf1*^-/-^ FL HPCs. To investigate the biological functions, these genes were applied to the Gene Ontology classification using GeneSpringGX11.

### Quantitative real-time PCR

For mRNA quantification, total RNA was isolated using Sepasol-RNA I Super G (Nacalai Tesque), and cDNA was synthesized from it using the ReverTra Ace qPCR RT Master Mix (TOYOBO). qPCR was performed using THUNDERBIRD SYBR qPCR Mix (TOYOBO) on the StepOnePlus Real-Time PCR System (Thermo Fisher). The following primers were used for qPCR: Pik3r1 – 5′-AAACTCCGAGACACTGCTGA-3′ and 5′-GAGTGTAATCGCCGTGCATT-3′; Pdpk1 – 5′-CTGGGCTCTGCTCTAGTGTT-3′ and 5′-CCCAGGTTCAGGACAGGATT-3′; Akt3 – 5′-GTGGACCACTGTTATAGAGAGAACAT-3′ and 5′-TTGGATAGCTTCCGTCCACT-3′; Raf1 – 5′-TCTTCCATCGAGCTGCTTCA-3′ and 5′-GGATGTAGTCAGCGTGCAAG-3′; Sos2 – 5′-AACTTTGAAGAACGGGTGGC-3′ and 5′-TTTCCTGCAGTGCCTCAAAC-3′; and Mapk3 – 5′-ACTACCTGGACCAGCTCAAC-3′ and 5′-TAGGAAAGAGCTTGGCCCAA-3′. For *Mir195* quantification, TaqMan MicroRNA Assay (ABI) was used. Briefly, total RNA was isolated using Sepasol-RNA I Super G, and cDNA was synthesized from it using the microRNA TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher) and a specific primer, 5′-UAGCAGCACAGAAAUAUUGGC-3′. The expression levels were measured using the TaqMan Fast Advanced Master Mix (Thermo Fisher) on the StepOnePlus Real-Time PCR System. Given the high sequence similarity among *Mir15/16* family members, the TaqMan assay for *Mir195* may detect related miRNAs such as *Mir16*. Therefore, we interpreted *Mir195* qPCR results as approximate estimates rather than precise quantification. GAPDH was used for normalization to maintain consistency with other qPCR assays in this study. All reagents and kits in this section were used according to the manufacturer’s instructions. Target RNA expression levels were compared with those of GAPDH using the 2^–ΔΔCt^ method.

### Dual-Luciferase assay

293T cells were co-transfected with 20 ng psiCHECK-2 of *Akt3* or *Mapk3* and 100 ng MDH1-PGK-GFP-Mir195 or MDH1-PGK-GFP-Mir195-mut. At 48 hr post-transfection, the relative amounts of Renilla and firefly luciferase were analyzed using a Dual-Luciferase Reporter Assay System (Promega). The Renilla/firefly luciferase ratio was calculated and normalized against the control.

### Western blot

Total proteins were collected from whole cells using radioimmunoprecipitation assay buffer (Wako) with protease inhibitor cocktail (Sigma-Aldrich) and SDS sample buffer (60 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, and 50 mM dithiothreitol). The proteins were separated using SDS-PAGE, and the western blot signal was detected and analyzed using the Immobilon Western Chemiluminescent HRP Substrate (Millipore) on Ez-Capture MG AE-9300 (ATTO). The following antibodies were used: anti-FOXO1 (C29H4, Cell Signaling Technology), anti-phospho-FOXO1(Ser256) (9461, Cell Signaling Technology), and anti-GAPDH (G9545, Sigma-Aldrich), anti-PAX5 (26709-1-AP, Proteintech), anti-ERG (14356-1-AP, Proteintech), anti-β-actin (A5441, Sigma-Aldrich). Signal intensities were quantified using ImageJ version 1.54g (Schneider et al., 2012).

### ATAC-seq analysis

For ATAC-seq analysis, B220^+^ CD19^+^ and B220^+^ cells were sorted from the bone marrow of NOG mice transplanted with *Mir195*-transduced *Ebf1*^-/-^ Lin^-^ cells. B220^+^ cells were also sorted from the empty transduced sample. The collected cells were resolved using CELLBANKER (Takara Bio) and temporarily preserved at –20°C. ATAC-seq libraries were prepared from the cryopreserved cells according to the Omni-ATAC protocol (Corces et al., 2017). Briefly, >5000 cells were lysed and subjected to a transposition reaction. The transposed fragments were pre-amplified, quantitated using RT-PCR, and then amplified again. The prepared libraries were sequenced on the NextSeq 550 platform (Illumina) with paired-end reads (read 1, 75 bp; index 1, 8 bp; index 2, 8 bp; read 2, 75 bp). Short-read data were trimmed using sickle 1.33 (https://github.com/najoshi/sickle; Joshi and Fass, 2011) and mapped onto a mm10 reference genome using bowtie2. Unmapped, multi, chrM mapping, and duplicate reads were eliminated using samtools 1.16.1 and Picard Tools (Picard MarkDuplicates; http://broadinstitute.github.io/picard). Peak summits in all populations were determined using the MACS3 functions (-callpeak -p 1e-5; https://github.com/macs3-project/MACS; Lui et al., 2025). Motif enrichment analysis was carried out using HOMER, with default settings.

### Statistical analysis

One-sample *t*-test was used to analyze differences between groups, and p-values<0.05 were considered statistically significant. All analyses were performed using Excel (Microsoft). Statistical significance was determined using the Fisher’s exact test, followed by multiple test corrections using the Benjamini and Yekutieli false discovery rate method.

## Data Availability

The microarray data was deposited in Gene Expression Omnibus with the identifier GSE246669, and the ATAC-seq data was also deposited with the identifier GSE246530. The other data generated in this study are available in the manuscript or supplementary materials. The following datasets were generated: MiyatakeY YanagiyaR KotaniA 2024Analysis of expression profiles in miR-195 transduced Ebf1-/- Lin- cellsNCBI Gene Expression OmnibusGSE246669 MiyatakeY YanagiyaR MaruyamaR KotaniA 2024ATAC-seq data of miR-195 transduced Ebf1-KO FL-ProB-cellsNCBI Gene Expression OmnibusGSE246530 The following previously published datasets were used: YoshidaH RamirezR LareauC BuenrostroJ RhoadsA MostafaviS MathisD BenoistC 2017ImmGen ATAC-seq dataNCBI Gene Expression OmnibusGSE100738 OkuyamaK StridT SomasundaramR PrasadM ÅhsbergJ SigvardssonM 2018RNA- and ATAC-seq data of Wt, Ebf1-KO and Pax5-KO FL-ProB-cellsNCBI Gene Expression OmnibusGSE92434

How the deposited data were processed for this re-analysis (not part of the article)

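Gene expression was measured on 4 Agilent mouse arrays with a single dye, 2 of *Ebf1*-/- FL HPCs infected with the EMPTY virus and 2 of the same kind of cells infected with the *Mir195* virus. The samples were assigned to the viruses by their titles and source names. The authors deposited, for each spot, the intensity given by the scanner software after subtraction of the local background and a spatial trend, in which dim spots carry a small positive surrogate value. They also deposited a table of log2 values per probe, normalized to the 75th percentile of each array. Across probes, the values computed from the intensity and this table correlated with r = 0.998 on each array.

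Each array held 44397 spots, of which 43020 were not controls. No spot was saturated, and 21 to 65 outlier spots per array were left out. The 75th percentile of the signal was 902 to 1127 and the median local background 38 to 39. Spots of the same probe were averaged on the log2 scale, and the 75th percentile over all 39429 probes was subtracted from each array. Gene symbols were assigned by accession in the GRCm38.p6 annotation for 26055 probes and otherwise taken from the array. The comparison used the 23801 probes well above background on both arrays of at least 1 virus, less 70 with an outlier spot. The number of arrays limits the precision of every comparison.

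Probes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading the files. The tests were two-sided, the adjustment was that of Benjamini and Hochberg, and the threshold was an adjusted p of 0.05. Sets of genes were compared over 16557 genes with camera at a preset correlation of 0.01, with each gene represented by its probe of highest mean signal. The adjustment was made over the lists of the same family. Each median was set beside 10000 random lists matched in 20 bins of mean signal. Where a probe was well above background on no array of a virus, a bound was computed in place of a fold.

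The methods were tested on simulated data with the measured spread, with 200 of 23731 probes changed in each of 5 rounds. Of probes changed 4-fold, 74.8% were called, and of those changed 2-fold, 1.6%. On average there were 79.8 calls, of which 3.4 were false, and 0 with no probe changed. Camera called 100% of lists of 30 genes raised by 0.5 and 5% of unchanged lists, at an unadjusted p under 0.05. The simulated genes varied independently. On the arrays, the estimated correlation was 0.37, -0.14 and -0.18 for the named B, T and NK, and myeloid genes. It was 0.01 for the wider T list and 0.28 for the NK and innate lymphoid list. The simulation therefore does not give the error rate of camera on these arrays. The methods' t-test made 0 calls after adjustment.

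The lists, the comparisons, the named genes and the alternatives were fixed before the data were examined. The named genes are those that the results text gives for the microarray, the kinases and adaptors predicted as targets, the legible genes of Fig. 1D, *Ebf1*, *Ptprc*, *Foxo1* and any probe of *Mir195* or its host transcript. The values of some genes under this rule are not reported. To these were added the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold without overlap of the groups. Since none passed, these were filled by fold change among probes well above background on all 4 arrays. The lists comprise the genes of the text, wider lists of B, T, NK and innate lymphoid, myeloid, mast and basophil, OP9 stroma, erythroid and proliferation genes, classic targets of the *Mir195* family, targets of FOXO1, interferon-responsive genes and control genes, together with the predicted targets and the genes of Supplementary file 3. Sex-linked genes were examined per probe.

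The alternatives were the normexp background correction with an offset of 50, quantile normalization, scaling by the median, the 75th percentile over probes well above background on all arrays, the authors' table, both a looser and a stricter filter on dim probes, eBayes with a trend and robust estimation, the replicate number as a block, each array left out, fry, an estimated correlation, and the mean of a gene's probes. The statistics section names a t-test of a single sample at a p of 0.05, and also Fisher's exact test with the false discovery rate of Benjamini and Yekutieli. It does not say which of them was used for the microarray comparison. The t-test was applied to the log2 ratios of replicates with the same number. Fisher's test compares counts and was not applied to the signals. Sites of the *Mir195* seed in 3′ UTRs were not analysed here.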

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

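The tests of the lost spots and of the stroma genes on a single array were chosen after these results were seen, and so was the comparison of Y-linked genes with their X-linked partners, whereas the sex-linked genes themselves were chosen before.

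On *Mir195* replicate 2, 71 probes were lost although they were well above background on every other array, and no such probe was found on the EMPTY arrays or on *Mir195* replicate 1. A probe counted where it was well above background on the other 3 arrays, not well above background on that array, and lower there by more than 3 on the log2 scale than on the lowest of them. The paper does not report these spots. Their median distance to the nearest other lost spot was 1 spot, against a median of 12.2 and a lowest value of 7.07 for random bright spots of the same array (permutation p = 1e-04, the smallest that 10000 draws can give). A local defect of the array surface may therefore account for them. Against a loss of the transcripts in that culture, 26 other probes of 22 of the same genes, outside the area, had a median log2 difference of 0.039 on that array from the mean of the others, while the lost probes had -6.42. The area takes in 1187 spots when each lost spot is surrounded by a margin of 5 spots. Without them, limma called 3 probes, against 0 with them, and 2050 probes had an unadjusted p under 0.05. Lost probes whose genes have no other probe outside the area were not covered by this comparison, and no other biological explanation was tested.

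*Xist*, which is expressed from the inactive X chromosome, was higher on both *Mir195* arrays than on both EMPTY arrays, in data the paper does not discuss. Its probe outside the area of lost spots had a log2 fold change of 0.92 (standard error 0.15, adjusted p = 0.530 from limma). A second *Xist* probe was lost on *Mir195* replicate 2. The values argue against embryos of different sex in the cultures only if the Y-linked probes detect their transcripts. If the *Mir195* arrays held no male cells, the difference would need 47.0% of male cells on the EMPTY arrays. The 7 probes of 6 Y-linked genes were not well above background on any of the 4 arrays. The dimmest probe of each X-linked partner lay above the background floor of the EMPTY arrays by a median of 5.32 on the log2 scale over the 6 pairs, with 4.05 as the smallest value, whereas that share of male cells would put a Y-linked gene as abundant as its partner only 1.09 below it. Levels of different probes compare only roughly, so the argument rests on all pairs together. *Sry*, the remaining Y-linked gene, was well above background on both *Mir195* arrays and on neither EMPTY array, at least 1.85-fold higher. It is a single gene near the background floor and cannot decide the question. No array of male cells shows here that the Y-linked probes detect their transcripts. What raised *Xist* stays open, and an effect of *Mir195* on it was not tested.

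The OP9 stroma genes were higher on *Mir195* replicate 2 than on the other arrays, with a median log2 difference of 0.77 over 22 tested genes and an interquartile range of 0.44 to 0.88. This lay at the percentile 100 of random lists, and 20 of the genes were highest on that array. Of the genes that the results text names for the microarray, 0 are in this list. *Sparc*, the brightest of them, differed by 0.87, *Fn1* by 0.91 and *Cxcl12* by 0.94, whereas *Tpm2*, the next brightest after *Sparc*, differed by -0.51 and *Bgn* by -0.02. More OP9 stroma cells in that culture are a candidate explanation. The falling *Tpm2* goes against a common factor for all genes of the list, but the list was examined on this array only once the pattern had been seen, and a single array gives no spread for its genes. A change of these genes in the cultured cells themselves stays open and was not tested, and the explanations cannot be told apart with a single array.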

How the results depend on the processing

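The crossed replicate block, the removal of the defective area and the bounds for probes called in few alternatives were chosen after the data were seen.

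Over all 23731 probes limma called 0, with 1979 at an unadjusted p under 0.05 and 1134 by the methods' t-test without adjustment, and 437 reached an absolute log2 fold change of at least 1. The adjusted count was 3 with median scaling, 5 with the replicate block, 3 without the defective area of *Mir195* replicate 2, 904 without *Mir195* replicate 1, 3 without *Mir195* replicate 2, and 0 without either EMPTY array and under the other alternatives, the methods' t-test after adjustment included. With 1 array of a virus left, it is assumed to vary like the other pair. The replicate numbers do not pair the cultures, since the deviations of arrays with the same number correlated with r = -0.101 across probes. With the crossed pairing as a block, 0 probes were called.

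Of the probes at an unadjusted p under 0.05, 74.9% were higher with *Mir195*. The share was 91% with the normexp correction, 64.8% with quantile normalization, 57.9% with median scaling, 77.6% with the 75th percentile over probes well above background on all arrays, 72.2% with the authors' table, 71.8% without a filter, 77.4% with the strict filter, 72.7% with trend and robust estimation, 71.9% with the replicate block, 64.8% with the crossed block and 67.2% with the methods' t-test. With 1 array left out, it was 54.1% (without *Mir195* replicate 2) to 71.6% (without *Mir195* replicate 1), and 73.5% without the defective area. The cause of these changes was not tested beyond the scaling.

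The log2 fold changes of *Erg* and *Mapk3* kept their direction under all alternatives, and none was called. The strict filter leaves no value for *Erg* and *Cebpe*. With 1 array or the defective area left out, *Pax5* was -0.034 (without EMPTY replicate 2) to 0.56 (without EMPTY replicate 1). *Lck* was -0.15 (without EMPTY replicate 1) to 0.092 (without EMPTY replicate 2), with 0.012 without *Mir195* replicate 2, and 0.027 with quantile normalization. *Cd3e* was -0.24 (without *Mir195* replicate 1) to 0.081 (without *Mir195* replicate 2), with 0.015 without EMPTY replicate 2. *Cebpe* was -0.75 (without *Mir195* replicate 1) to 0.046 (without *Mir195* replicate 2), and 0.20 with normexp. *Pdpk1* (A_55_P2014357) was -0.067 (without *Mir195* replicate 1) to 0.0056 (without *Mir195* replicate 2). *Pdpk1* (A_55_P2014361) was -0.12 (without EMPTY replicate 1) to 0.071 (without EMPTY replicate 2), with 0.013 without *Mir195* replicate 2, and 0.0079 with quantile normalization. *Pdpk1* (A_55_P2451183) was -0.079 (without EMPTY replicate 2) to 0.038 (without EMPTY replicate 1), with 0.027 without *Mir195* replicate 1, and 0.011 with normexp and 0.00094 with the 75th percentile over bright probes. *Ebf1* was -0.096 (without *Mir195* replicate 2) to 0.083 (without *Mir195* replicate 1), with 0.054 without EMPTY replicate 1, and 0.0080 with normexp, 0.015 with quantile normalization and 0.015 with the 75th percentile over bright probes. *Ptprc* was -0.16 (without *Mir195* replicate 2) to 0.70 (without *Mir195* replicate 1), with -0.056 without EMPTY replicate 2. *Foxo1* (A_52_P453884) was -0.45 (without EMPTY replicate 2) to 0.064 (without EMPTY replicate 1), with 0.040 without *Mir195* replicate 1. *Cd79b* was 1.56 without *Mir195* replicate 1, where it was called. The cause was not tested.

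The lists of the text kept their direction under all 18 alternatives and were called in 16 (B), 14 (T and NK) and 16 (myeloid). Their medians of 0.42, -0.30 and -0.33 are the same under fry and an estimated correlation, which change the test alone, but were not called there. With 1 array or the defective area left out, the T and NK list was -0.39 (without EMPTY replicate 2) to -0.18 (without EMPTY replicate 1), with -0.27 without *Mir195* replicate 1, and not called without EMPTY replicate 1 or *Mir195* replicate 1. The wider T list (-0.29) and the NK and innate lymphoid list (-0.27) were called in 15 alternatives each, but not under fry or an estimated correlation. The T list was -0.30 (without the defective area of *Mir195* replicate 2) to -0.15 (without EMPTY replicate 1), with -0.21 without *Mir195* replicate 1, and not called without *Mir195* replicate 1. It was also smaller with normexp (-0.088) and with the strict filter (-0.082). The NK and innate lymphoid list was -0.58 (without EMPTY replicate 2) to -0.055 (without EMPTY replicate 1), and not called without EMPTY replicate 1. The wider B list was -0.055 (without EMPTY replicate 1) to 0.017 (without EMPTY replicate 2), with 0.012 without *Mir195* replicate 2, and 0.098 with normexp, 0.015 with the 75th percentile over bright probes and 0.010 with the mean of the probes. The wider myeloid list was -0.029 (without *Mir195* replicate 1) to 0.085 (without EMPTY replicate 2), with -0.025 without EMPTY replicate 1, and -0.062 with median scaling.

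The list of classic *Mir195* family targets was -0.074 (without EMPTY replicate 1) to 0.12 (without EMPTY replicate 2), with 0.079 without *Mir195* replicate 2, and 0.026 with quantile normalization, 0.021 with the 75th percentile over bright probes, 0.0056 without a filter and 0.011 with the mean of the probes. The mast and basophil list was -0.13 (without EMPTY replicate 2) to 0.058 (without *Mir195* replicate 1), and -0.040 with median scaling. The control list was -0.0042 (without EMPTY replicate 1) to 0.055 (without EMPTY replicate 2), and -0.081 with median scaling. The FOXO1 target list was -0.11 (without EMPTY replicate 2) to 0.044 (without EMPTY replicate 1), with 0.033 without *Mir195* replicate 1. The interferon list was -0.050 (without the defective area of *Mir195* replicate 2) to 0.052 (without EMPTY replicate 1), with 0.018 without *Mir195* replicate 1. The proliferation list was -0.12 (without *Mir195* replicate 1) to 0.051 (without *Mir195* replicate 2), with 0.020 without EMPTY replicate 2, and -0.053 with normexp, where it was called. The erythroid list was -0.10 (without the defective area of *Mir195* replicate 2) to 0.0093 (without *Mir195* replicate 2). The stroma list was -0.21 (without *Mir195* replicate 2) to 0.71 (without *Mir195* replicate 1), called at both ends. The list of predicted targets was -0.079 with median scaling. The list from Supplementary file 3 was -0.055 (without EMPTY replicate 2) to -0.013 (without *Mir195* replicate 1), with -0.029 without *Mir195* replicate 2, and 0.011 with normexp, 0.0016 with the 75th percentile over bright probes and -0.010 without a filter. It was called without a filter, without EMPTY replicate 2 and without *Mir195* replicate 2. The cause was not tested.

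The 3′ UTR seed sites were not run. A block for slide or scan does not exist here, as all arrays share them, and the methods' t-test gives no test of a set. The median spot was 15.3 to 18.6 times as bright as its background, which limits the comparison to the 60.0% to 62.6% of probes that were well above background on an array.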

Differences from the paper's values

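The colours of Fig. 1D were measured from the picture after the values were seen, and the t-test of single genes was added then too.

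For *Pax5*, the paper's log2 fold change is 1.2, and the value here is 0.26, which is 1.20-fold on the linear scale. The *Pax5* probe lay near the background floor, which limits this comparison. The 14 values of the main setting and the alternatives set before the data were examined ranged from -0.03 to 0.56, and all of them differ from the paper's. A change to the linear scale is not shared by *Erg*, for which the paper's value is 0.9 and the value here 0.63, or 1.55-fold. A value was taken to differ where its gap to the paper's exceeded the larger standard deviation of the replicates, or where its direction was the other. For *Erg* this held only with the normexp background correction (0.41) and without EMPTY replicate 1 (0.16). The authors' table gave 0.32 and the exclusion of *Mir195* replicate 2 gave 0.33. These passed only because that standard deviation was 0.77 and 0.67, so a value that does not differ is no sign of a match. The colour of *Pax5* in Fig. 1D stands for about 0.1 in Fig. 1D, from which 0.26 does not differ by more than the spread of the replicates.

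For *Runx2*, the paper's value is about 0.9 in Fig. 1D, and the nearest probe gave 0.79. A value was taken to differ where it lay below 0.9 by more than the standard deviation of the replicates, or by more than 0.10 where that is larger. Among the alternatives set before the data were examined, 4 did not differ by this rule. They were the 75th percentile over probes well above background on all 4 arrays (0.81), the authors' table (0.89), and the exclusion of EMPTY replicate 2 (0.83) or *Mir195* replicate 1 (0.82). The main value and the other alternatives did. The standard error of this probe was 0.118, so 0.79 cannot be told apart from about 0.9. *Ikzf1* has the same colour in Fig. 1D as *Cd79b*, which measured 1.18 here, so the paper's value is at least about 0.9. The nearest *Ikzf1* probe gave 0.20 here, with 0.10 to 0.25 under the alternatives set before the data were examined. All of these differ, and the brighter *Ikzf1* probe gave -0.006. *Tcf4* is about 0.9 in Fig. 1D as the paper's value. Its nearest probe gave 0.30 here, with 0.20 to 0.38 under the alternatives, and all differ. The brighter *Tcf4* probe gave -0.045.

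The paper gives the deletion in *Mir195*-deficient mice a length of 5103 bp, whereas the coordinates it states for it on chromosome 11, from 70234425 to 70235103, span 679 bp. The interval holds 62 bp of the 94 bp annotated for *Mir195a*, against the paper's 61 of 93 bp. No alternative applies to this length.

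The paper states that *Pax5* and *Erg* were raised significantly. Here limma gave adjusted p of 0.870 and 0.790, with the lowest over the alternatives at 0.282 and 0.251, and the methods' t-test of each gene did not pass without adjustment either, at 0.426 and 0.163. That t-test rests on 2 ratios per gene, and it made 0 adjusted calls on simulated data with 4-fold changes. Its result therefore weighs little against the paper's statement. The paper also states that the changes of *Pax5* and *Erg* were alike across replicates, and for both genes the arrays of the viruses overlapped here. Of the other genes named for the microarray, *Cd79b* was called only without *Mir195* replicate 1, where its log2 fold change was 1.56 and 1 *Mir195* array was left. At an unadjusted p under 0.05, limma gave 5 of the 9 tested B lineage probes, 0 of the 5 T and NK lineage probes and 1 of the 5 myeloid probes, and the methods' t-test gave 1, 0 and 1.

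The probe of *Erg* with the value nearest to the paper's, A_55_P2113832 at 0.93, was not well above background on any array. In Fig. 1D, 33 genes have a colour with a direction, and for 31 of them the probe of highest mean signal went the same way, with *Ikzf1* and *Tcf4* as the exceptions. For all 33 at least 1 tested probe went the same way.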

Other observations

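The tests of large fold changes near background and of *Ebf1* and the stroma genes were chosen after the results were seen, and the tests of the other patterns before, apart from the way in which probes were filtered for the splits of the arrays.

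Several explanations for the changes between the *Mir195* and the EMPTY arrays were examined. The scaling moved the share of higher probes by 17.0 percentage points, from 74.9% to 57.9%, when the median replaced the 75th percentile, so the scaling may account for part of the excess of higher probes. Probes near background are not the whole cause, since 1916 probes had an unadjusted p under 0.05 when only probes well above background on all 4 arrays were tested. Their share was nevertheless 23.7% among the 1155 dimmer probes and 7.55% among the 22576 others, and the filter itself favours dim probes that differ between the viruses. Carried-over OP9 stroma cells as a shift shared by both *Mir195* arrays are argued against by a median of the stroma genes of -0.21 on *Mir195* replicate 1, on the other side of 0 from *Mir195* replicate 2, though the part of *Mir195* replicate 2 stays open. Over all 4 arrays the 22 stroma genes had a median of 0.23 (adjusted p = 0.577 by camera, 1.64e-08 to 0.998 over the alternatives). Residual erythroid cells could not be judged from the erythroid genes, of which 11 had a median of -0.14 with 3 higher and 8 lower, where the unadjusted p of camera was 0.403 (adjusted p = 0.872).

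Whether chance can be excluded was examined with the 3 splits of the arrays into 2 and 2. With the filter applied anew to each split, 2 of the 3 splits, the real one included, had at least the 1979 probes of the real split at an unadjusted p under 0.05. EMPTY replicate 1 with *Mir195* replicate 2 against the other arrays gave 2061, and EMPTY replicate 1 with *Mir195* replicate 1 gave 515. With the filter held at the real groups the counts were 1931 and 357, so that the real split alone reached 1979. This choice of filter was made after both counts were seen. After adjustment limma called 0 probes in each split. With so few splits chance cannot be excluded.

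An absolute log2 fold change of at least 1 was found for 18.3% of the probes that were not well above background on all 4 arrays and for 1.00% of the others, 211 and 226 probes. Of the 211, 71 were the probes lost on *Mir195* replicate 2, which were bright on the other arrays, so nearness to background does not account for them. Without the defective area of that array the shares were 12% and 0.904%, with 125 and 200 probes, and nearness to background is a candidate explanation for the 125. The defective area was left out after these shares were seen.

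The *Ebf1* probe was bright on all 4 arrays. If its transcripts came from OP9 stroma cells, it could be higher on *Mir195* replicate 2, where the stroma genes were, and it differed by 0.11 there from the mean of the other arrays. This leaves open whether the signal comes from stroma cells or from transcripts of the disrupted gene, since the share of either was not measured.

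Repression of the predicted *Mir195* targets would lower their median, which lay at the percentile 99.0 of random lists. Targets went both ways, so that a median near 0 excludes no repression of single genes, and the test cannot tell direct targets from others.

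The other lists were reported as values. The 60 tested of 73 genes of Supplementary file 3 had a median of -0.02 (adjusted p = 0.106 by camera, as the only list of its family, and 0.148 without the defective area of *Mir195* replicate 2), at the percentile 14.2 of random lists. Proliferation genes had a median of -0.04 over 26 genes (adjusted p = 0.584), and targets of FOXO1 of -0.07 over 23 (adjusted p = 0.872). Interferon-responsive genes had a median of -0.03 and a mean of 0.02 over 20 genes, with the test pointing upwards, and control genes a median of 0.02 over 10. Mast and basophil genes had a median of 0.06 and a mean of -0.05 over 6 genes, with the test pointing downwards. Classic targets of the *Mir195* family had a median of -0.00011 and a mean of 0.01 over 14 genes, with the test pointing downwards. The adjusted p by camera was 0.872 for each of these last lists. The *Foxo1* probes had log2 fold changes of -0.29 and -0.19. Without EMPTY replicate 1 they were -0.033 and 0.06, and without *Mir195* replicate 1 they were -0.036 and 0.04, so that the first shrank and the second changed sign.

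No probe passed the threshold of limma, and the largest changes are listed by fold change alone among probes well above background on all 4 arrays. The largest rises were those of *4931406H21Rik* (1.5), *Gm10848* (1.46), *F830016B08Rik* (1.46), *E130104P22Rik* (1.44) and *Armcx2* (1.41). The largest falls were those of *Plxnc1* (-2.63), *Ripk4* (-2.45), *Ccdc71l* (-2.41), *Vamp7* (-2.24) and *Gm2837* (-2.13), of which *Plxnc1*, *Ccdc71l* and *Vamp7* lie in the defective area of *Mir195* replicate 2.

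The probes called by limma in the alternatives with 3 or 5 calls were *Olfr295*, *Gm5895* and *LOC640919*, and with the replicate block also *Pla2g10* and *Gm14354*. They were chosen after their values were seen. All were well above background on both EMPTY arrays and on neither *Mir195* array, at least 1.57-fold, 2.54-fold, 1.26-fold, 2.59-fold and 3.41-fold lower, in this order. None lies in the defective area.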
